# Possible Role of *MADS AFFECTING FLOWERING 3* and *B-BOX DOMAIN PROTEIN 19* in Flowering Time Regulation of Arabidopsis Mutants with Defects in Nonsense-Mediated mRNA Decay

**DOI:** 10.3389/fpls.2017.00191

**Published:** 2017-02-14

**Authors:** Zeeshan Nasim, Muhammad Fahim, Ji Hoon Ahn

**Keywords:** *UPF1*, *UPF3*, NMD, flowering, Arabidopsis

## Abstract

Eukaryotic cells use nonsense-mediated mRNA decay (NMD) to clear aberrant mRNAs from the cell, thus preventing the accumulation of truncated proteins. In Arabidopsis, two UP-Frameshift (UPF) proteins, UPF1 and UPF3, play a critical role in NMD. Although deficiency of *UPF1* and *UPF3* leads to various developmental defects, little is known about the mechanism underlying the regulation of flowering time by NMD. Here, we showed that the *upf1-5* and *upf3-1* mutants had a late-flowering phenotype under long-day conditions and the *upf1-5 upf3-1* double mutants had an additive effect in delaying flowering time. RNA sequencing of the *upf* mutants revealed that *UPF3* exerted a stronger effect than *UPF1* in the *UPF*-mediated regulation of flowering time. Among genes known to regulate flowering time, *FLOWERING LOCUS C* (*FLC*) mRNA levels increased (up to 8-fold) in *upf* mutants, as confirmed by qPCR. The *upf1-5, upf3-1*, and *upf1-5 upf3-1* mutants responded to vernalization, suggesting a role of *FLC* in delayed flowering of *upf* mutants. Consistent with the high *FLC* transcript levels and delayed flowering in *upf* mutants, levels of *FLOWERING LOCUS T* (*FT*) and *SUPPRESSOR OF OVEREXPRESSION OF CONSTANS 1* (*SOC1*) mRNAs were reduced in the *upf* mutants. However, RNA-seq did not identify an aberrant *FLC* transcript containing a premature termination codon (PTC), suggesting that *FLC* is not a direct target in the regulation of flowering time by NMD. Among flowering time regulators that act in an *FLC*-dependent manner, we found that *MAF3, NF-YA2, NF-YA5*, and *TAF14* showed increased transcript levels in *upf* mutants. We also found that *BBX19* and *ATC*, which act in an *FLC*-independent manner, showed increased transcript levels in *upf* mutants. An aberrant transcript containing a PTC was identified from *MAF3* and *BBX19* and the levels of the aberrant transcripts increased in *upf* mutants. Taking these results together, we propose that the late-flowering phenotype of *upf* mutants is mediated by at least two different pathways, namely, by *MAF3* in an *FLC*-dependent manner and by *BBX19* in an *FLC*-independent manner.

## Introduction

The survival of plant species largely depends on successful seed production via the formation of flowers; therefore, plants have evolved a complex mechanism to ensure successful reproduction (Huijser and Schmid, 2011), including a complicated genetic network that integrates endogenous and environmental cues to modulate the timing of the floral transition. At least 306 genes and eight genetic pathways affect flowering, including the photoperiod, autonomous, vernalization, ambient temperature, and gibberellic acid-dependent pathways (Bernier and Périlleux, 2005; Bouche et al., 2016).

*FLOWERING LOCUS C* (*FLC*) encodes a MADS-box transcription factor that binds to over 500 target sites in Arabidopsis and regulates genes involved in different developmental processes (Deng et al., 2011). FLC negatively regulates flowering (Michaels and Amasino, 1999) by repressing the expression of *FLOWERING LOCUS T* (*FT*) and *SUPPRESSOR OF OVEREXPRESSION OF CONSTANS 1* (*SOC1*; Searle et al., 2006), thereby preventing precocious flowering. *FLC* mRNA levels inversely correlate with the timing of flowering (Michaels and Amasino, 1999; Sheldon et al., 1999). The *flc* mutants show early flowering, whereas *FLC* overexpression causes very late flowering (Hepworth et al., 2002). Several pathways affect *FLC* expression, including the *FRIGIDA* (*FRI*) pathway, which activates *FLC* expression, the autonomous pathway, which negatively regulates *FLC*, and the vernalization pathway, which epigenetically silences *FLC* in response to prolonged cold. In vernalization, the expression of *FLC* is silenced through histone methylation and chromatin modification (Bastow et al., 2004; Michaels, 2009). *FLC* expression is regulated by various classes of proteins. For example, *MADS AFFECTING FLOWERING 3* (MAF3), a close homolog of FLC, directly interacts with FLC (Gu et al., 2013) and negatively regulates flowering at low temperatures (Suter et al., 2014). MAF3 also represses *FT* and *SOC1* expression through direct binding to their genomic loci (Gu et al., 2013). *FLC* is positively regulated by the members of the *NUCLEAR FACTOR Y* family, including *NF-YA2* and *NF-YA5* (Xu et al., 2013), which encode CCAAT-binding transcription factors.

In the regulation of flowering, important downstream targets of FLC include *FT and SOC1. FT* is considered the long-sought florigen (Zeevaart, 2008) and promotes the floral transition by directly interacting with FD to up-regulate the flower meristem identity gene *APETALA1 (AP1*) to specify the fate of floral cells (Abe et al., 2005). *SOC1* is a floral activator that encodes a conserved MADS box protein (Lee et al., 2000). *SOC1* mainly regulates *LEAFY* (*LFY*), another flower meristem identify gene, to induce floral initiation (Lee et al., 2000). The *ft* and *soc1* mutants exhibit a delayed flowering phenotype (Kobayashi et al., 1999; Borner et al., 2000), indicating their importance in the determination of the timing of flowering. Among several regulators that regulate *FT* expression, B-BOX DOMAIN PROTEIN 19 (BBX19) indirectly regulates *FT* expression by interacting with CONSTANS (CO) and preventing CO from inducing *FT* expression (Wang et al., 2014). Although *bbx19* mutation causes very weak early flowering, overexpression of *BBX19* causes a delayed flowering phenotype (Wang et al., 2014), suggesting that BBX19 acts as a floral repressor. *Arabidopsis thaliana CENTRORADIALIS* homolog (*ATC*) is a floral regulator that represses flowering upon overexpression (Mimida et al., 2001). ATC and FT can interact with FD and affect the expression of *AP1* (Huang et al., 2012). *ATC* overexpression causes late flowering in plants grown under both long day (LD) and short day (SD) conditions (Mimida et al., 2001). However, *atc* mutants exhibit an early flowering phenotype only under SD conditions (Mimida et al., 2001; Huang et al., 2012), suggesting the enhanced ability of ATC to compete with FT for FD interaction, when *FT* expression levels are low.

Alternative splicing is an important mechanism for controlling gene expression, since it adds proteomic complexity from the limited number of genes encoded in the genome. However, alternative splicing can generate a wide variety of unproductive isoforms carrying a premature termination codon (PTC; Filichkin and Mockler, 2012). To avoid accumulation of potentially harmful truncated proteins, RNA surveillance mechanisms clear these isoforms from the cell (Hori and Watanabe, 2005; Kertesz et al., 2006; Yoine et al., 2006; Riehs et al., 2008; Kurihara et al., 2009; Dai et al., 2016). One of these mechanisms, nonsense-mediated mRNA decay (NMD) clears PTC-containing aberrant transcripts from cells in eukaryotes (Maquat, 2005). About 1–10% of genes are regulated by NMD in different organisms such as yeast, flies, mammals, and plants (He et al., 2003; Mendell et al., 2004; Rehwinkel et al., 2005; Kurihara et al., 2009). In plants, the NMD is triggered by the presence of PTCs in a transcript, long 3′ untranslated regions, or intron-containing 3′ untranslated regions (Kertesz et al., 2006; Kerényi et al., 2008; Nyikó et al., 2013). A study of 270 *Arabidopsis* genes revealed that among these NMD-triggering features in plants, the presence of a PTC is the most frequent target of NMD (Kalyna et al., 2012).

In Arabidopsis, homologs of *UPF1* (Arciga-Reyes et al., 2006), *UPF2* (Kerényi et al., 2008), *UPF3* (Hori and Watanabe, 2005), and *SMG7* (Riehs et al., 2008) play important roles in NMD. Arabidopsis UPF1 shares a 50–75% amino acid sequence similarity with its homologs in yeasts, humans, *Caenorhabditis elegans*, and *Drosophila*, suggesting their functional similarities (Arciga-Reyes et al., 2006). UPF1 is required for the rapid degradation of mRNAs containing both spliced and unspliced PTCs. UPF3 is also required for the suppression of aberrant mRNAs originating from alternative splicing, emphasizing the important role of UPF3 in plant NMD (Hori and Watanabe, 2005). Collectively, these findings indicate that UPF1 and UPF3 are indispensable for the decay of abnormal transcripts in plants (Arciga-Reyes et al., 2006). Previous studies reported that the *upf1* and *upf3* mutations cause various developmental defects, including late flowering (Arciga-Reyes et al., 2006), but little is known about the mechanism of the regulation of flowering time in NMD-deficient mutants in Arabidopsis.

Here, we report that the *upf1* and *upf3* mutations led to delayed flowering and their double mutants showed an additive effect in delaying flowering time. RNA-seq analysis showed that *FLC* mRNA levels increased in *upf* mutants. Consistent with this, *FT* and *SOC1* mRNA levels decreased in *upf* mutants, suggesting that FLC functions as a main component of the late-flowering phenotype of *upf* mutants. However, in *upf* mutants, our RNA-seq analysis did not find a PTC-containing transcript from *FLC*. Among the genes that regulate *FLC*, the transcript levels of *MAF3, NF-YA2, NF-YA5*, and *TAF14* increased in *upf* mutants and among the genes that regulate flowering time in an *FLC*-independent manner, the transcript levels of *ATC* and *BBX19* increased in *upf* mutants. Also, we found aberrant transcripts that contain a PTC from *MAF3* and *BBX19*. Therefore, we propose that at least two pathways mediate the late-flowering phenotype of NMD-deficient mutants: a pathway in which *MAF3* acts in an *FLC*-dependent manner and one in which *BBX19* acts in an *FLC*-independent manner.

## Materials and methods

### Plant materials, growth conditions, and flowering time measurement

The *upf1-5* (SALK_112922) and *upf3-1* (SALK_025175) mutants used in this study were previously described (Hori and Watanabe, 2005; Arciga-Reyes et al., 2006). We generated *upf1-5 upf3-1* double mutants by crossing *upf1-5* and *upf3-1* mutants and confirmed their homozygosity by PCR-based genotyping using AtUPF1-1F and AtUPF1-2R primers for *upf1-5* and AtUPF3-4F and AtUPF3-6R primers for *upf3-1* (Hori and Watanabe, 2005; Riehs-Kearnan et al., 2012; Supplementary Table 4). For RNA-seq and qPCR analyses, 8-day-old wild-type (WT) Columbia-0 (Col-0), *upf1-5, upf3-1*, and *upf1-5 upf3-1* double mutants grown at 23°C under standard LD conditions (16:8 h light: dark) were used. Total leaf numbers and days to flowering were used for the measurement of flowering time. Total leaf numbers were counted when the primary inflorescences reached about 5 cm. Flowering time data are presented as a box plot (Spitzer et al., 2014). In our box plots, the center lines show the medians and plus signs (+) show the mean value; box limits indicate the 25th and 75th percentiles as determined by R software; whiskers extend 1.5 times the interquartile range (IQR) from the 25th and 75th percentiles, and outliers that exceeded the 1.5X IQR are represented by ovals. The number of plants measured is shown above each genotype in the box plot.

### Vernalization treatment

The *upf1-5* and *upf3-1* single mutants and *upf1-5 upf3-1* double mutants were vernalized by incubating their imbibed seeds at 4°C for 4 weeks, prior to sowing. For a non-vernalized control, the *upf* mutants and WT Col-0 seeds were imbibed at 4°C for 4 days. The vernalization response was recorded as differences in flowering time between vernalized and non-vernalized mutants. The flowering time difference in response to vernalization was statistically assessed using Student's *t*-test.

### RNA sequencing (RNA-seq)

Plants were grown for 8 days on MS plates at 23°C under standard LD conditions (16:8 h light: dark). About 50–100 seedlings were harvested at Zeitgeber Time 16 (ZT16) and pooled for RNA extraction, which was done using the Plant RNA Purification Reagent (Invitrogen). RNA sequencing was performed with a single biological replication for each sample. Because we did a single RNA-seq experiment, we verified the results via qPCR by using the same growth conditions. For RNA sequencing, library preparation was performed with an Illumina TruSeq Stranded Total RNA Sample Prep kit (Illumina), according to the manufacturer's protocols. Briefly, after removal of rRNA from the total RNA (~700 ng) using the rRNA removal kit, the RNA was cleaned using RNA purification beads. After the rRNA was removed, the remaining RNA was fragmented using fragment mix (EPH) at 94°C for 6 min. The fragmented RNA was primed with random hexamers and transcribed to first-strand cDNA using reverse transcriptase and random primers at 25°C for 10 min, 42°C for 15 min, and then 70°C for 15 min. Then a replacement strand was synthesized by incorporating dUTP in place of dTTP to generate double-stranded cDNA using polymerase at 16°C for 1 h. After cleanup of cDNA using sample purification beads, a single “A” nucleotide was added to the 3′ ends of the blunt fragments using A-tailing mix reagent by incubating at 37°C for 30 min and then at 70°C for 5 min. Indexing adapters were ligated to the ends of the DNA fragments using ligation mix two reagent at 30°C for 10 min. After washing with sample purification beads twice, PCR was performed to enrich DNA fragments having adapter molecules on both ends. Thermocycler conditions were as follows: 95°C for 3 min, 8 cycles of: 98°C for 20 s, 60°C for 15 s, and 72°C for 30 min, with a final extension at 72°C for 5 min. Finally, quality and band size of libraries were assessed using Agilent 2100 Bioanalyzer (Agilent). Libraries were quantified by qPCR using CFX96 Real Time System (Bio-Rad). After normalization, sequencing of the prepared library was conducted as paired-end reads on an Illumina HiSeq2000 sequencer. The resulting raw RNA-seq data are available at NCBI Gene Expression Omnibus (GEO) database under the accession number GSE87851.

### Data analysis

The raw sequence reads were processed for removal of adapter sequences, followed by qualitative analysis of raw reads using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). The high-quality reads were then mapped against the *Arabidopsis thaliana* reference genome TAIR10 (downloaded from http://arabidopsis.org) using TopHat 2.0.6 (https://ccb.jhu.edu/software/tophat/index.shtml) and Bowtie 2 (http://bowtie-bio.sourceforge.net/bowtie2/index.shtml) using default parameters.

### Identification of differentially expressed genes (DEGs)

The resulting mapped reads were then assembled and normalized transcript abundances were determined using Cufflinks version 2.2.1 (Trapnell et al., 2012; http://cole-trapnell-lab.github.io/cufflinks) with default settings. Cuffdiff version 2.2.1 was used for the identification of DEGs between WT plants and *upf* mutants with default parameters, including a false discovery rate of 5% (Trapnell et al., 2012). The output of Cuffdiff was further analyzed using R package “CummeRbund” (Goff et al., 2012). Genes with fold-change (FC) values of two or more and FPKM (fragments per kilobase of transcript per million mapped reads) values of one or more were considered as differentially expressed genes.

### Selection of flowering time regulators and *FLC* regulators

To get insight into the flowering time changes seen in *upf* mutants, we studied expression of 306 flowering time regulator genes acquired from the Flowering Interactive Database (FLOR-ID; Bouche et al., 2016). For the analysis of genes that regulate *FLC*, we collected a total of 58 genes that potentially regulate *FLC* expression (Xu et al., 2013; Bouche et al., 2016; Supplementary Table 2) and analyzed their expression patterns. For representation of differential gene expression in *upf* mutants, three heatmaps were generated: one for overall DEGs found in *upf* mutants, a second for expression of all 306 flowering time regulators, and a third map for 58 genes that were identified as *FLC* regulators.

### Quantitative real-time PCR (qPCR) analysis

Quantitative real-time PCR (qPCR) was employed to validate the transcriptome data of the floral integrators and their regulators. Total RNA was extracted from 8-day-old Arabidopsis seedlings sampled at ZT16, using Plant RNA purification reagent (Invitrogen). The extracted RNA (~2 μg) was reverse transcribed into cDNA using the Transcriptor First Strand cDNA Synthesis kit (Roche). Expression analysis was performed using *SYBR Green I Master* mix (Roche) in a LightCycler 480 (Roche). The data were normalized against two stable reference genes, *PP2AA3* (*AT1G13320*) and a *SAND* family gene (*AT2G28390*) (Hong et al., 2010). All the qPCR data are presented as the mean of two biological replicates with three technical replicates each and the error bars indicate the standard deviation. Statistical significance of differences of gene expression levels between the samples was assessed by using Student's *t*-test. *P* < 0.05 were considered as significant. Information on the primers that were used for qPCR in this study is shown in Supplementary Table 4.

### Identification of potential target genes of NMD

For detection of potential NMD targets, we used the CummeRbund package to individually analyze each flowering time gene to identify genes that show accumulation of aberrant transcripts in NMD-deficient mutants. The shortlisted potential target transcripts were then detected using RT-PCR using *PP2AA3* as an internal control (Hong et al., 2010). Sequences of normal and aberrant transcripts from RNA-seq data were extracted and analyzed for the presence of PTCs between the normal and aberrant transcripts. Putative cDNA sequences of both normal and aberrant transcripts were translated *in silico* to determine the effect of the PTCs on the translated protein.

## Results

### The *upf* single and double mutants showed late flowering

To investigate the effect of the loss of NMD function on flowering time, we measured flowering time of *upf1-5* and *upf3-1* single mutants and the *upf1-5 upf3-1* double mutants at 23°C under standard LD conditions. Both *upf1-5* and *upf3-1* single mutants flowered later than wild-type plants (Figures 1A,B), such that *upf1-5* and *upf3-1* mutants flowered with 22 ± 1.6 and 23 ± 2.3 leaves, respectively, consistent with a previous study that showed *upf1-5* and *upf3-1* mutants flowered late under both LD and SD conditions and had narrow, jagged rosette leaves (Arciga-Reyes et al., 2006). A previous study also reported that *upf3-1* mutants showed a more severe phenotype and grew more slowly than *upf1-5* mutants (Shi et al., 2012). We also generated *upf1-5 upf3-1* double mutants and measured their flowering time to investigate whether UPF1 and UPF3 act redundantly in flowering time. The *upf1-5 upf3-1* double mutants exhibited a severe bushy phenotype with no well-defined leaves in the vegetative phase (Figure 1C). Because multiple inflorescences emerged almost simultaneously from the axillary meristems of *upf1-5 upf3-1* double mutants after the transition to the reproductive phase (Figure 1C), we were not able to count the number of leaves of the primary inflorescence of *upf1-5 upf3-1* mutants; instead, we measured days to flowering. By this measure, the *upf1-5* and *upf3-1* mutants flowered later than wild-type plants under LD conditions. The *upf1-5* and *upf3-1* mutants flowered 33.5 ± 3.8 and 35.25 ± 3.6 days after germination (Figure 1D), respectively, whereas wild-type plants flowered 23.4 ± 1.7 days after germination. The *upf1-5 upf3-1* double mutants flowered 40.6 ± 2.4 days after germination, indicating that the double mutation had an additive effect in delaying flowering time. This flowering time analysis indicated that the *upf1-5* and *upf3-1* mutants are late flowering and their combined mutations have an additive effect on flowering.

**Figure 1:**
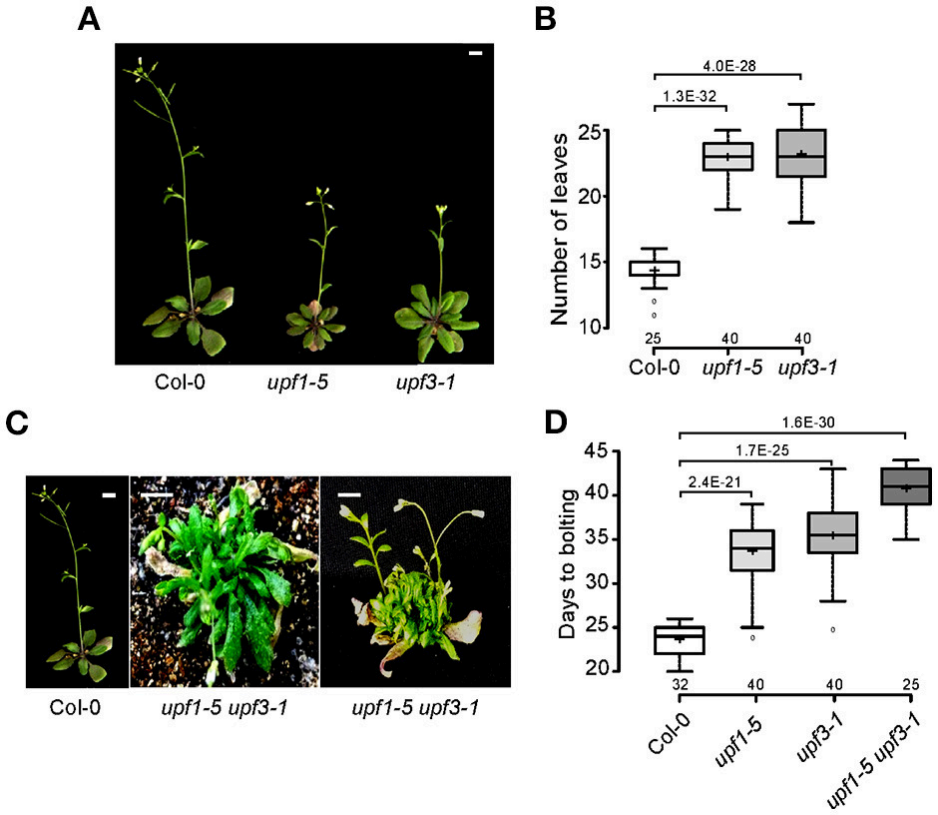
**Late flowering of *upf1-5, upf3-1*, and *upf1-5 upf3-1* mutants under LD conditions. (A)** Late-flowering phenotypes of *upf1-5* and *upf3-1* mutants grown at 23°C under LD conditions. Scale bar = 2 cm **(B)** Total leaf numbers of *upf1-5* and *upf3-1* mutants presented as a box plot (see Section Materials and Methods for further information on box plots). **(C)** The severely bushy phenotype of *upf1-5 upf3-1* double mutants with no well-defined leaves in the vegetative phase (middle) and multiple inflorescences generated from the axillary meristems in the reproductive phase (right). Scale bar = 2 cm (due to the late flowering of *upf1-5 upf3-1* mutants, pictures of wild-type Col-0 and double mutants were taken at different times. Col-0 plants were photographed at 5 weeks old and *upf1-5 upf3-1* double mutants were photographed at 8 weeks old). **(D)** Days to flowering of *upf1-5, upf3-1*, and *upf1-5 upf3-1* mutants presented as a box plot. *A t-test* was used to assess the statistical significance of flowering time between wild-type and *upf* mutants (*p*-values are mentioned for each group).

### Differentially expressed genes (DEGs) in *upf* mutants

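Seedlings grown for 8 days at 23°C under 16 h of light and 8 h of dark were pooled at ZT16, and 1 library was sequenced for each of 4 genotypes, which are wild type (WT, Col-0), both single mutants, and their double mutant. No genotype has a replicate, so the differences between libraries below have no replicate check. The sample labels name a kit for polyadenylated RNA, whereas the methods name a kit for total RNA with removal of rRNA. Expression is in FPKM, a count of fragments divided by transcript length and library size. The authors' deposited table compares the libraries in 6 pairs and gives, per locus, the sum of the FPKM of both libraries, their fold change and direction, and a q-value. Each library's FPKM was recovered from the sum and the fold. For the 58 genes of Supplementary Table 3, 227 recovered values of 1 or more differed from the listed FPKM by at most 0.176%. The table holds 22409 loci, of which 21284 are annotated genes and 1125 are loci assembled by Cufflinks. Of these loci, 20666 have a value in every library. WT lacks a value at 896 loci, *upf1-5* at 616, *upf3-1* at 707, and the double mutant at 291. Pairs in which a library has an FPKM of 0 appear to be left out of the table, since the 2 values of Supplementary Table 3 that were not recovered are both listed at 0 there. An FPKM of 1 or more was reached at 18837 loci in WT, 19395 in *upf1-5*, 19621 in *upf3-1*, and 19966 in the double mutant. Loci with a pair sum under 1.5 FPKM rest on few fragments. Among them, the most frequent ratio to WT was 1.22 in *upf1-5*, followed by 1.19. It was 1.47 in *upf3-1*, followed by 0.754, and 1.96 in the double mutant, followed by 0.978.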

To gain insights on the transcript levels of flowering time genes in *upf* mutants, we performed RNA sequencing (RNA-seq) using *upf1-5, upf3-1*, and *upf1-5 upf3-1* mutants with wild-type plants as a control (see Supplementary Table 1 for expression levels of all genes). Heat map analysis was performed to identify differentially expressed genes between *upf* mutants and wild-type plants (Figure 2A). Based on their expression patterns, we divided the DEGs into five major groups (Figure 2A). Group I included DEGs whose expression levels increased in both *upf1-5* and *upf3-1* mutants, but further increased in *upf1-5 upf3-1* mutants. 

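Counted with fold thresholds, 6429 loci changed at least 2-fold from WT in at least 1 mutant and reached 1 FPKM in that comparison. Group I was defined as loci up 2-fold in both single mutants and at least 1.5-fold higher in the double mutant than in either, and it holds 188 loci, 2.92% of the changed loci. Their median FPKM was 1.08 in WT, 4.05 in *upf1-5*, 5.02 in *upf3-1*, and 13.4 in *upf1-5 upf3-1*. *FLC* and *NF-YA5* belong to this group. In 100 simulations in which no locus differs and each library varies independently, group I held 31.5 loci on average and 48 at most. The simulated spread is the one seen between the 4 libraries at each abundance, so it includes real differences and is an upper limit for noise. It gave 1750 up-regulated loci in *upf1-5* on average, more than the library itself has. With a 2-fold step to the double mutant, the group shrank to 104 loci.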

Group II included DEGs whose expression levels increased in *upf3-1* mutants and *upf1-5 upf3-1* mutants. Group III included DEGs whose expression levels increased only in *upf1-5 upf3-1* mutants. Group IV included DEGs whose expression levels decreased in *upf3-1* mutants and further decreased in *upf1-5 upf3-1* mutants. The genes whose expression level changes were difficult to classify were placed in group V (Figure 2A). This heatmap analysis suggested that the expression patterns of DEGs in *upf3-1* mutants were more similar to *upf1-5 upf3-1* mutants than *upf1-5* mutants. Furthermore, scatter plot distribution of gene expression also revealed the similarities in DEGs between *upf3-1* single and *upf1-5 upf3-1* double mutants (Supplementary Figure 1).

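Group II, up 2-fold in *upf3-1* and the double mutant and not in *upf1-5*, holds 1107 loci, with a median of 2.16 FPKM in WT and 7.47 FPKM in the double mutant. *ATC* and *NF-YA2* are members. Group III, up in the double mutant alone, holds 816 loci. Simulated libraries without any difference put 797 loci on average in group III and 291 in group II, so the size of group III is no larger than this upper limit for noise gives, whereas that of group II is. Group IV, down 2-fold in *upf3-1* and at least 1.5-fold lower again in the double mutant, holds 92 loci, against 107 simulated on average. *FT* is a member. The other 4226 loci, 65.7% of the changed loci, meet none of these definitions, and *MAF3*, *TAF14*, *BBX19*, and *SOC1* are among them.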

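Distances between whole libraries were computed on log2(FPKM + 1) over the 20048 loci that have a value in every library and reach 1 FPKM in at least 1. The root mean square difference was 0.48 between WT and *upf1-5*, 0.56 between *upf3-1* and the double mutant, 0.60 between *upf1-5* and the double mutant, and 0.60 between *upf1-5* and *upf3-1*. WT lay 0.75 from *upf3-1* and 0.80 from the double mutant. Average-linkage clustering joined WT with *upf1-5*, then *upf3-1* with the double mutant, and joined these clusters at 0.69.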

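Across the 20048 loci, the log2 ratios to WT correlated with r = 0.741 between *upf3-1* and the double mutant, 0.654 between *upf1-5* and the double mutant, and 0.603 between the single mutants. Genes are not independent replicates, so these values describe the libraries and carry no p-value. All these ratios share the WT library, and its noise alone makes them correlate. Simulated libraries without any difference gave r = 0.500 for *upf3-1* and the double mutant, and no more than 0.517 for any pair. Rank correlation moved the value for *upf1-5* and the double mutant most, to 0.615.
A comparison without a shared library sets the effect of a mutation in WT beside its effect in the other mutant. The *upf3-1* effect, *upf3-1* over WT, correlated with r = 0.497 with that of the double mutant over *upf1-5*. For the *upf1-5* effect, *upf1-5* over WT against the double mutant over *upf3-1*, r was 0.117. The simulated value here lies between -0.0237 and 0.0179.

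**Figure D1:**
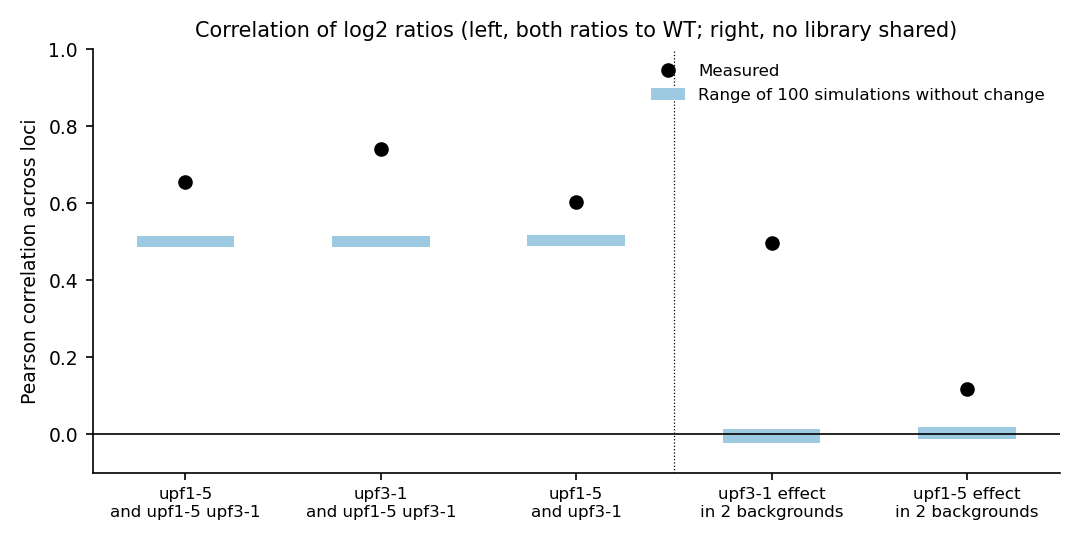
Pearson correlation across 20048 loci of log2 ratios of FPKM + 1. Points are measured values and blue bars span 100 simulations in which no locus differs. The 3 pairs on the left share the WT library and are simulated near 0.50, and the 2 comparisons on the right share none, with measured values of 0.497 for the upf3-1 effect and 0.117 for the upf1-5 effect.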

**Figure 2:**
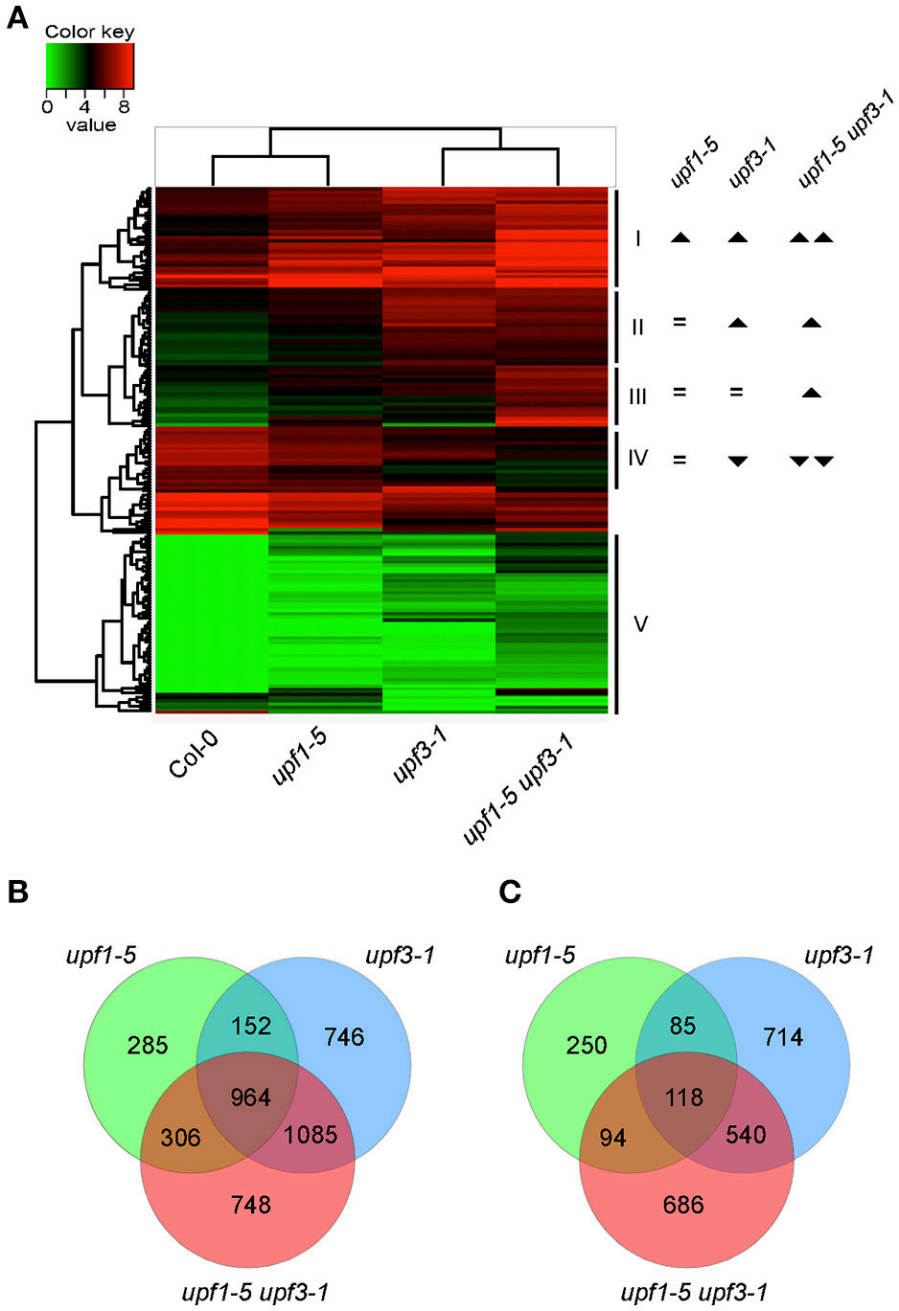
**Differentially expressed genes in *upf1-5, upf3-1*, and *upf1-5 upf3-1* mutants. (A)** A heatmap showing differentially expressed genes among *upf1-5, upf3-1, upf1-5 upf3-1*, and wild-type plants. Based on the differential gene expression, *upf1-5* mutants and wild-type plants grouped together, whereas *upf3-1* and *upf1-5 upf3-1* double mutants grouped together, indicating the high similarity between them. Upright triangle: up-regulation; inverted triangle: down-regulation. **(B)** Venn diagram of common and unique DEGs that were up-regulated in *upf1-5, upf3-1*, and *upf1-5 upf3-1* mutants as compared to wild-type plants. **(C)** Venn diagram of common and unique DEGs that were down-regulated in *upf1-5, upf3-1*, and *upf1-5 upf3-1* mutants as compared to wild-type plants. Note that the number of up-regulated genes was higher than down-regulated genes, suggesting the possible accumulation of NMD substrates in *upf* mutants.

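The excess of up-regulated loci depends on abundance. Used here were the 20048 loci that have a value in every library and reach 1 FPKM in at least 1. They were split by mean abundance into 5 classes of equal size. In the double mutant, 1406 loci rose and 312 fell 2-fold in the lowest class, around 2.16 FPKM, whereas 180 rose and 502 fell in the highest, around 81.4 FPKM. In *upf3-1*, 1353 rose and 404 fell in the lowest class, and 177 rose and 357 fell in the highest. In *upf1-5*, more loci rose than fell in each of the 5 classes, with 65 up and 22 down in the highest. From the lowest class to the highest, the median log2 ratio went from 0.36 to -0.35 in the double mutant, from 0.30 to -0.29 in *upf3-1*, and from 0.17 to -0.07 in *upf1-5*.

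**Figure D2:**
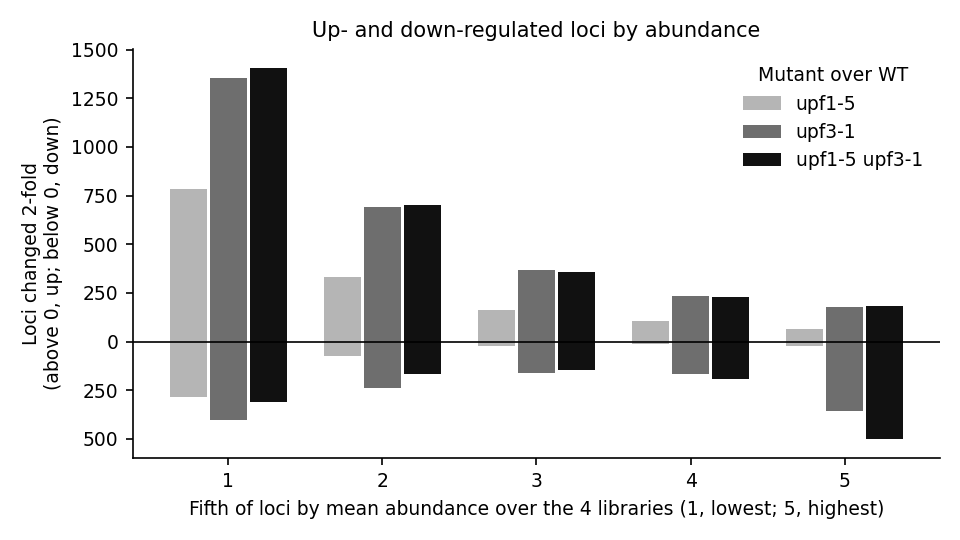
Loci changed at least 2-fold from WT in 5 classes of mean abundance, drawn upwards for up-regulation and downwards for down-regulation, in 1 library per genotype. Up-regulated loci outnumber the others in the lowest class in all 3 mutants, and in upf3-1 and the double mutant the balance turns in the highest class.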

We then selected individual DEGs after applying specific filters (genes with at least 2-fold difference in expression levels and FPKM value of 1 or more) from our RNA-seq data. 

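The FPKM filter was read as 1 or more in at least 1 of the 2 libraries compared, which leaves 19602 loci for *upf1-5*, 19789 for *upf3-1*, and 20008 for the double mutant. Read as 1 or more in both libraries, it lowers the up-regulated loci of *upf1-5* to 874. On the sum of both libraries, the column of the authors' deposited table, it gives 1584. A fold of 4 moved the counts most, to 389 up-regulated loci in *upf1-5*. Setting the missing values to an FPKM of 0, an alternative chosen after seeing the data, gives 1628. Independently of fold thresholds, the authors' deposited table calls 15 loci between WT and *upf1-5* at a q-value below 0.05, 91 between WT and *upf3-1*, and 139 between WT and the double mutant.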

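At 2-fold and 1 FPKM, 1498 loci were up-regulated and 470 down-regulated in *upf1-5*, 1968 in total. In *upf3-1*, 2891 were up-regulated and 1366 down-regulated, 4257 in total. The median WT level was 1.34 FPKM for the loci up in *upf1-5* and 3.52 FPKM for those down, and 1.97 FPKM and 16.5 FPKM in *upf3-1*. Up-regulation made up 76.1% of the changes in *upf1-5* and 67.9% in *upf3-1*.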

The results showed that 2,254 genes were differentially expressed in *upf1-5* mutants (1,707 were up-regulated and 547 were down-regulated), 4,404 genes were differentially expressed in *upf3-1* mutants (2,947 were up-regulated and 1,457 were down-regulated; Figures 2B,C). 

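The double mutant had 2998 up-regulated and 1382 down-regulated loci, 4380 in total, 68.4% of them up-regulated. The median rise among the former was 3.39-fold and the median fall among the latter 2.45-fold. Rescaling the libraries to the same 75th percentile gave 3207 up-regulated and 1203 down-regulated loci.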

In *upf1-5 upf3-1* mutants, 4,541 genes were differentially expressed (3,103 up-regulated and 1,438 down-regulated). 

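All 3 mutants shared 819 up-regulated loci. The double mutant shared 1075 with *upf1-5* and 1926 with *upf3-1*, 35.9% and 64.2% of its own up-regulated loci. These are 71.8% of the up-regulated loci of *upf1-5* and 66.6% of those of *upf3-1*, so the shares of the double mutant follow in part from the shorter list of *upf1-5*. Simulated libraries without any difference gave 649 and 641 shared loci on average, so both counts are larger. As shares of the double mutant they gave 37.4% and 36.9%. The share with *upf3-1* exceeds the highest simulated value, 39.2%, whereas that with *upf1-5* lies within the simulated range. The simulated lists are of near equal size and do not match the shorter list of *upf1-5*, so this comparison does not rank the single mutants. Ranked by the smallest of their changes in the 3 mutants, the top of the shared loci is an unnamed locus assembled by Cufflinks with 0.261 FPKM in WT and 17.9 to 38.0 FPKM in the mutants, and another such locus named after *AT4G22517*, with 0.0728 FPKM in WT. Next are *AT2G15220*, which encodes a basic secretory protein and rose from 1.34 FPKM to 108 FPKM in the double mutant, the defensin-like gene *PDF2.1*, from 4.58 FPKM to 83.9 FPKM, and *AT1G50060*, annotated as a putative pathogenesis-related protein, from 0.234 FPKM to 7.48 FPKM.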

A total of 964 genes were commonly up-regulated among *upf* single mutants and *upf1-5 upf3-1* double mutants. *upf1-5* and *upf1-5 upf3-1* double mutants shared 1,270 up-regulated genes, whereas *upf3-1* and *upf1-5 upf3-1* mutants shared 2,049 up-regulated genes (Figure 2B). In contrast, the *upf1-5* and *upf1-5 upf3-1* double mutants shared 212 down-regulated genes, whereas *upf3-1* and *upf1-5 upf3-1* mutants shared 658 down-regulated genes (Figure 2C). These indicated that in terms of number of DEGs, the *upf3-1* mutants were closer to the *upf1-5 upf3-1* mutants, compared with the *upf1-5* mutants. 

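Among down-regulated loci, the double mutant shared 204 with *upf1-5* and 642 with *upf3-1*, and 113 were down in all 3 mutants. The pairwise overlaps are 14.8% and 46.5% of the down-regulated loci of the double mutant, and 43.4% of those of *upf1-5* and 47.0% of those of *upf3-1*. Simulated libraries without any difference, which share WT in the same way, gave 580 for each pair on average and 281 for all 3. By count, the measured overlaps do not exceed this upper limit for noise, with up to 670 simulated for *upf3-1*. As a share of the list of the double mutant, 33.2% was simulated for each pair. The measured share exceeds the highest simulated value, 37.5%, for *upf3-1*. For *upf1-5*, neither the count nor the share can decide, since its 470 down-regulated loci are far fewer than the 1382 of the double mutant. The simulated lists of these libraries are of near equal size, with 1746 and 1747 loci on average. The strongest shared falls were those of *AT1G19530*, from 34.7 FPKM in WT to 4.11 FPKM in the double mutant, the dormancy/auxin associated gene *AT2G33830*, from 456 FPKM to 83.2 FPKM, *GRXS3*, from 43.3 FPKM to 1.56 FPKM, an unnamed locus assembled by Cufflinks, from 7.03 FPKM to 1.06 FPKM, and the glycine-rich protein gene *AT2G05540*, from 1024 FPKM to 48.7 FPKM.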

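Compared directly, 2844 loci differed 2-fold between *upf1-5* and the double mutant, 14.1% of the loci compared, and 2303 between *upf3-1* and the double mutant, 11.4%. Against *upf1-5*, 1944 loci were higher in the double mutant and 900 lower, and against *upf3-1* 1351 were higher and 952 lower. The single mutants differed from each other at 2821 loci. Simulated libraries without any difference, with the upper limit for noise, gave 3486 and 3483 loci on average for these comparisons with the double mutant, more than were measured. In the authors' deposited table, 53 loci have a q-value below 0.05 between *upf1-5* and the double mutant and 35 between *upf3-1* and the double mutant.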

Considering that the *upf1-5 upf3-1* mutants showed an additive delayed flowering phenotype, these overall similarities in the number of DEGs between *upf3-1* mutants and *upf1-5 upf3-1* double mutants suggested that *UPF3* exerted a stronger effect than *UPF1* in the regulation of *UPF*-mediated flowering time.

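The mutated genes themselves were measured in these libraries. *UPF1* (chromosome 5, 19071824 to 19079453) had 23.9 FPKM in WT, 3.18 FPKM in *upf1-5*, 30.6 FPKM in *upf3-1*, and 8.27 FPKM in the double mutant, so the double mutant kept 2.60 times the *UPF1* level of *upf1-5*. *UPF3* (chromosome 1, 12351566 to 12355173) had 20.8 FPKM in WT, 33.7 FPKM in *upf1-5*, 6.36 FPKM in *upf3-1*, and 7.10 FPKM in the double mutant. The authors' deposited table gives *UPF1* a q-value of 0.0178 between WT and *upf1-5* and 0.0919 between WT and the double mutant. From the closeness of *upf3-1* to the double mutant in the number of changed genes, set beside the additive delay of flowering, the paper proposes that *UPF3* has a stronger effect than *UPF1*.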

To examine the biological functions of the DEGs, we performed Gene Ontology (GO) analysis using the ClueGO Cytoscape plug-in (Bindea et al., 2009). The “GO term fusion” option of ClueGO was used to reduce redundancy in GO terms. As expected, a variety of biological functions were affected by the NMD deficiency in *upf* mutants (Supplementary Figure 2). Most of the DEGs showed high enrichment for cellular metabolism of different biomolecules, metabolic process, gene expression regulation, transportation, protein localization, and response to different stimuli (Supplementary Figure 2), consistent with a previous finding (Rayson et al., 2012).

### Up-regulation of *FLC* in *upf* mutants

To identify potential candidate genes responsible for the delayed flowering of *upf* mutants, we looked for DEGs related to the regulation of flowering time. 

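*FLC* lies on chromosome 5 (3173382 to 3179448, minus strand), and its first annotated mRNA has 7 exons and 1042 nt. Its abundance in WT, 12.3 FPKM, is close to the WT median of 12.9 FPKM over the loci with a value in every library.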

Among such genes (Supplementary Figure 3), we found that the mRNA levels of *FLOWERING LOCUS C* (*FLC*), a floral repressor that is important for the vernalization response (Michaels and Amasino, 1999), increased in *upf1-5, upf3-1*, and *upf1-5 upf3-1* mutants (Figure 3A, Supplementary Table 2). 

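*FLC* measured 35.9 FPKM in *upf1-5*, 30.1 FPKM in *upf3-1*, and 63.0 FPKM in *upf1-5 upf3-1*, which are 2.91, 2.44, and 5.10 times the WT value. A pseudocount of 1 moved the ratio of the double mutant to 4.79, and rescaling to the same 75th percentile to 5.33. The single mutants gained 41.3 FPKM over WT between them and the double mutant gained 50.6 FPKM. On the ratio scale, the product of the single mutants' ratios is 7.09. The q-values of *FLC* in the authors' deposited table are 0.445 for *upf1-5*, 0.679 for *upf3-1*, and 0.0611 for the double mutant, each against WT.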

Our RNA-seq data showed that *FLC* mRNA levels increased by 2.92-fold in *upf1-5* mutants and by 2.45-fold in *upf3-1* mutants, whereas *FLC* mRNA levels increased by more than 5-fold in *upf1-5 upf3-1* double mutants, compared to wild-type plants, indicating that *UPF1* and *UPF3* have an additive effect in regulating *FLC* expression (Figure 3A, Supplementary Table 2).

**Figure 3:**
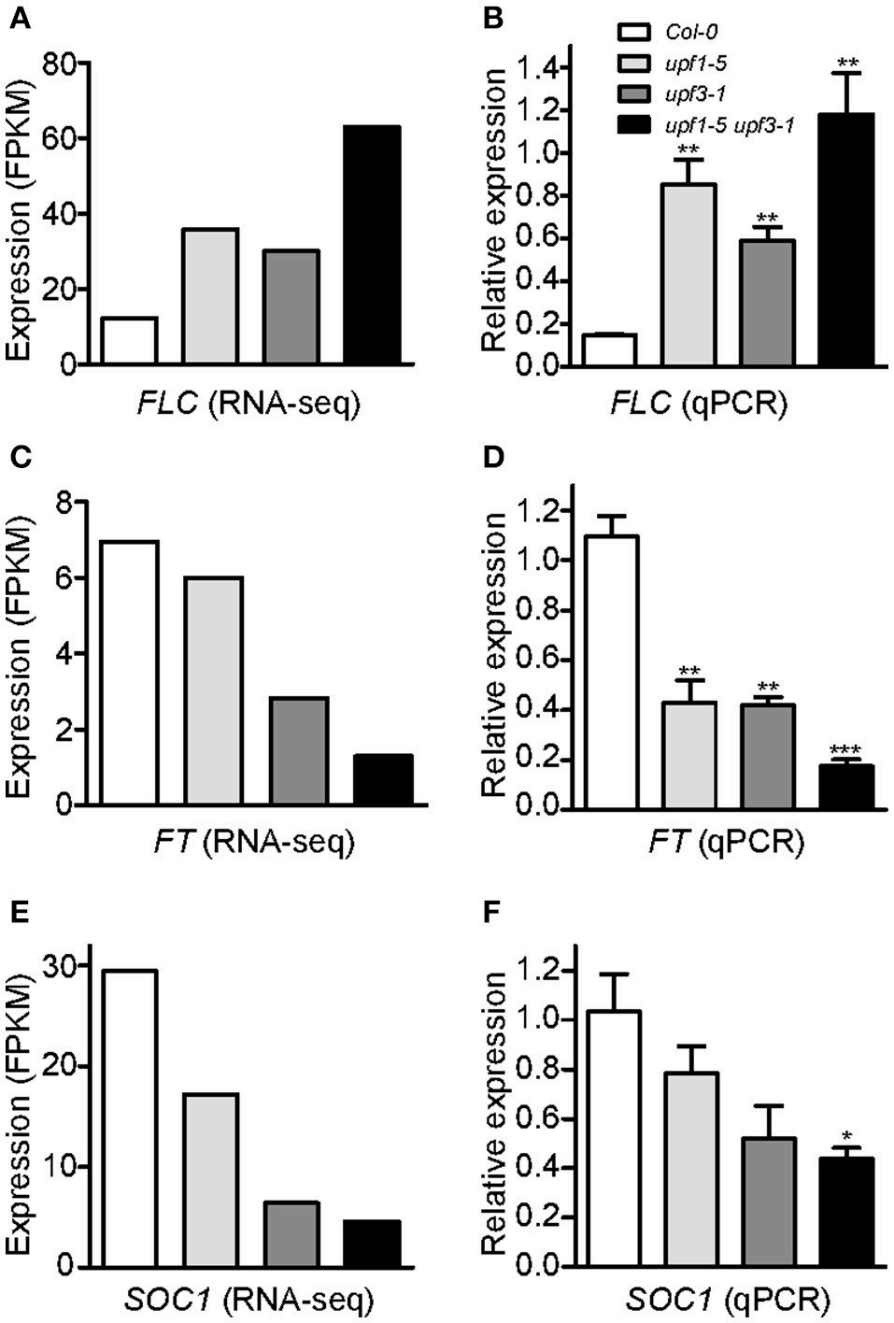
**An increase in *FLC* mRNA levels and a decrease of *FT* and *SOC1* mRNA levels in *upf* mutants. (A,B)** FPKM levels determined by RNA-seq **(A)** and relative expression levels determined by qPCR **(B)** of *FLC* in *upf1-5, upf3-1, upf1-5 upf3-1*, and wild-type plants. **(C,D)** FPKM levels determined by RNA-seq **(C)** and relative expression levels determined by qPCR **(D)** of *FT* in *upf1-5, upf3-1, upf1-5 upf3-1*, and wild-type plants. **(E,F)** FPKM levels determined by RNA-seq **(E)** and relative expression levels determined by qPCR **(F)** of *SOC1* in *upf1-5, upf3-1, upf1-5 upf3-1*, and wild-type plants.

As our global scale RNA-seq analysis revealed the elevated levels of *FLC* in the upf mutants that we tested (Figure 3A, Supplementary Table 2), we performed qPCR analyses to confirm the finding. *FLC* mRNA expression levels increased in *upf1-5* and *upf3-1* mutants (5.8- and 4-fold, respectively; Figure 3B). This suggested a role of *FLC* in delayed flowering of NMD-deficient mutants. Consistent with the further delayed flowering seen in *upf1-5 upf3-1* mutants (Figure 1), *FLC* mRNA levels further increased in *upf1-5 upf3-1* mutants (8.1-fold; Figure 3B).

Consistent with the increased levels of *FLC*, we also found that the mRNA levels of *FLOWERING LOCUS T* (*FT*; Kardailsky et al., 1999) and *SOC1* (Lee et al., 2000), which were reported as major targets of *FLC* (Helliwell et al., 2006), decreased (Supplementary Table 2). 

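*FT* is on chromosome 1 (24331373 to 24333999) and *SOC1* on chromosome 2 (18807505 to 18811125). Their levels in WT were 6.96 FPKM and 29.5 FPKM, so a fall of *FT* is measured from fewer fragments than one of *SOC1*. *CO*, which activates *FT*, had 2.10 FPKM in WT and *upf1-5*, 1.02 FPKM in *upf3-1*, and 1.78 FPKM in the double mutant. The direction of *CO* in *upf1-5* changes with the scaling of the libraries, since its ratio to WT lies at 1.00.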

Our RNA-seq analysis showed down-regulation of *FT* in *upf1-5* and *upf3-1* mutants (1.1 and 2.63-fold, respectively). 

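*FT* measured 6.34 FPKM in *upf1-5*, 2.64 FPKM in *upf3-1*, and 1.36 FPKM in *upf1-5 upf3-1*, which is 1.10-fold, 2.63-fold, and 5.13-fold below WT. With a pseudocount of 1, the ratio of the double mutant to WT rose from 0.195 to 0.296. The q-values of *FT* in the authors' deposited table are 0.998, 0.980, and 0.864 in the same order.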

In the *upf1-5 upf3-1* double mutants, the mRNA levels of *FT* decreased by 5.1-fold, suggesting that the *upf1* and *upf3* mutations showed an additive effect (Figure 3C, Supplementary Table 2). 

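*SOC1* measured 17.2 FPKM in *upf1-5*, 6.43 FPKM in *upf3-1*, and 4.67 FPKM in *upf1-5 upf3-1*, a decrease of 1.71-fold, 4.58-fold, and 6.31-fold. The step from *upf3-1* to the double mutant was 1.38-fold for *SOC1* and 1.95-fold for *FT*. Its q-values in the authors' deposited table are 0.867, 0.178, and 0.185.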

Similar to *FT*, the mRNA levels of *SOC1*, another important floral integrator that is repressed directly by FLC (Hepworth et al., 2002), were reduced in *upf1-5* and *upf3-1* single mutants (1.7- and 4.5-fold, respectively), whereas the *upf1-5 upf3-1* double mutants showed a 6.3-fold decrease (Figure 3E, Supplementary Table 2). Our qPCR results were consistent with our RNA-seq data that showed decreased levels of *FT* (Figure 3D) and *SOC1* mRNAs (Figure 3F) in *upf* mutants. We also analyzed *SHORT VEGETATIVE PHASE* (*SVP*) expression levels, a*s* FLC interacts with SVP to synergistically repress flowering (Li et al., 2008). However, we did not find apparent changes in *SVP* mRNA levels in *upf* mutants (Supplementary Figure 4). These results showed that *FLC* mRNA levels increased, whereas *FT* and *SOC1* mRNA levels decreased in *upf* mutants, raising the possibility that *FLC* up-regulation represses *FT* and *SOC1* expression in *upf* mutants, which eventually causes late flowering in *upf* mutants.

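*SVP* measured 49.5 FPKM in WT, 55.8 FPKM in *upf1-5*, 54.3 FPKM in *upf3-1*, and 38.6 FPKM in *upf1-5 upf3-1*, so it was 1.13 and 1.10 times WT in the single mutants and 1.28-fold lower in the double mutant. Both rescalings of the libraries left these directions as they are. The reference genes *PP2AA3* and *SAND* stayed within 1.10-fold of WT in every mutant, with 38.1 to 42.2 FPKM and 19.7 to 21.8 FPKM.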

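The paper reasons from the rise of *FLC* and the fall of its targets, and leaves the link between them as a possibility. The levels given here come from the same 4 libraries. The paper also measured *FLC*, *FT*, and *SOC1* by qPCR, which was not analysed here.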

### *upf* mutants were vernalization-responsive

After confirming the elevated levels of *FLC* in *upf* mutants, we next investigated whether *FLC* mediates the late-flowering phenotype of *upf* mutants. For this purpose, we analyzed whether vernalization treatment accelerated flowering of *upf* mutants, as *FLC*-mediated repression of flowering can be recovered by prolonged cold treatment (Michaels and Amasino, 1999; Sheldon et al., 1999). We transferred *upf* mutant seeds to 4°C for 4 weeks for vernalization treatment. Flowering time measurement indicated that vernalization accelerated the flowering of *upf1-5* and *upf3-1* mutants. Vernalized *upf1-5* mutants flowered with 15.0 ± 1.5 leaves, whereas non-vernalized *upf1-5* mutants flowered with 22.7 ± 2.2 leaves (Figures 4A,C). Similarly, vernalized *upf3-1* mutants flowered with 16.3 ± 1.0 leaves, whereas non-vernalized *upf3-1* mutants flowered with 23.3 ± 2.1 leaves (Figures 4B,C). The non-vernalized Col-0 plants flowered with 14.3 ± 1.3 leaves and the vernalized Col-0 plants flowered with 12.4 ± 1.2 leaves (Figure 4C). These observations confirmed that wild-type Col-0 plants, which contain a non-functional *FRI* allele (Lee and Amasino, 1995), showed weak responsiveness to vernalization treatment. As leaf numbers could not be counted for *upf1-5 upf3-1* mutants, we also measured days to flowering of vernalized *upf1-5 upf3-1* mutants under LD conditions to determine the vernalized response of *upf1-5 upf3-1* mutants. The vernalized wild-type plants flowered 22.4 ± 2.3 days after germination, compared to the non-vernalized wild-type plants, which flowered 23.7 ± 1.6 days after germination. Vernalized *upf1-5* mutants flowered 24.7 ± 3.5 days after germination, whereas non-vernalized *upf1-5* mutants flowered 33.4 ± 3.8 days after germination (Figure 4E). Similarly, vernalized *upf3-1* mutants flowered 28.1 ± 3.4 days after germination, whereas non-vernalized *upf3-1* mutants flowered 35.6 ± 3.6 days after germination. In addition, vernalized *upf1-5 upf3-1* mutants flowered 33 ± 4.3 days after germination, whereas non-vernalized *upf1-5 upf3-1* mutants flowered 40.7 ± 2.4 days after germination (Figures 4D,E). These analyses indicated that vernalized *upf1-5, upf3-1*, and *upf1-5 upf3-1* mutants flowered ~9, 7.5, and 7.7 days earlier than non-vernalized mutants, respectively. These observations suggested that *FLC* repression by vernalization likely accelerated flowering in *upf* mutants, suggesting a key role of *FLC* in the late flowering of *upf* mutants.

**Figure 4:**
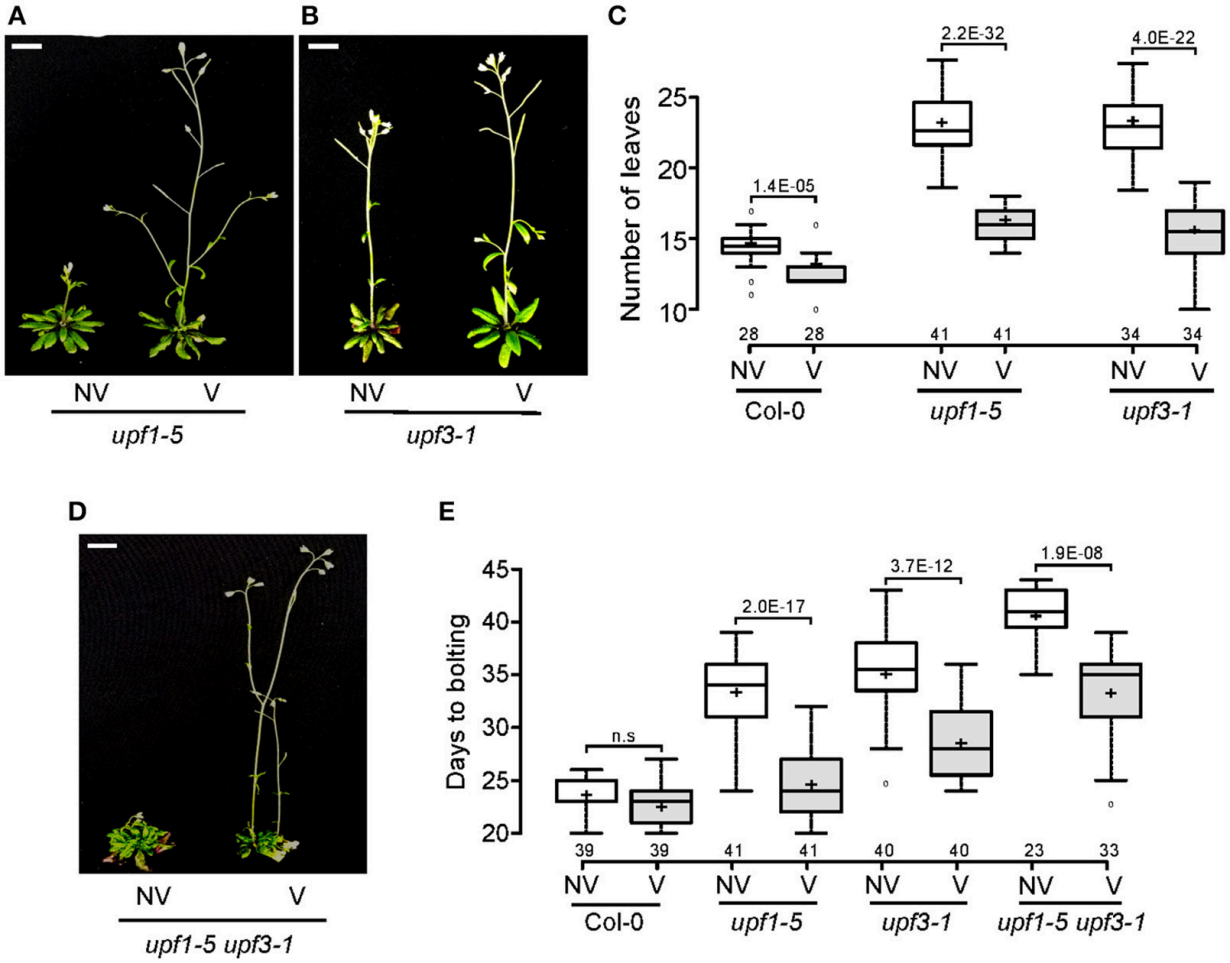
**Vernalization response of *upf1-5*, *upf3-1*, and *upf1-5 upf3-1* mutants. (A,B)** Acceleration of flowering by vernalization in *upf1-5* **(A)** and *upf3-1* mutants **(B)**. NV: non-vernalized, V: vernalized. Scale bar = 2 cm **(C)** Box plot showing total leaf numbers of vernalized/non-vernalized *upf1-5* and *upf3-1* mutants. Both *upf1-5* and *upf3-1* mutants flowered earlier in response to vernalization treatment. **(D)** Vernalization response of *upf1-5 upf3-1* double mutants. NV: non-vernalized, V: vernalized. **(E)** Box plot showing days to flowering of vernalized/non-vernalized *upf1-5, upf3-1*, and *upf1-5 upf3-1* mutants. A *t-test* was used to assess the statistical significance of flowering time difference in response to vernalization (*p-value* s mentioned for each group).

### *UPF*-mediated regulation of flowering time may target *FLC* indirectly

Although it seemed that the late-flowering phenotype of *upf* mutants was largely mediated by *FLC*, we next looked for an aberrant *FLC* transcript that contains a PTC. In addition to AT5G10140.1, the predominant transcript that produces functional FLC protein, we found four alternatively spliced isoforms of *FLC* in our RNA-seq (Supplementary Figure 5A). Among them, AT5G10140.2, AT5G10140.3, and AT5G10140.4 were already reported. We found an unreported alternatively spliced isoform and named it AT5G10140.5. AT5G10140.5 had a similar structure to the fourth splice variant of *FLC* (i.e., AT5G10140.4), except for its untranslated regions (UTRs), as the novel AT5G10140.5 transcript had longer 3′- and 5′-UTRs. We then measured the transcript levels of each alternatively spliced isoform. The abundance of these four isoforms of *FLC* was not apparently altered in *upf* mutants (Supplementary Figure 5B). Moreover, we could not find a PTC from any of the alternative spliced isoforms. These results suggested that *FLC* is not a direct target of NMD in the regulation of flowering time in *upf* mutants.

### Expression of *MAF3, TAF14*, and *NF-YA2/5*, positive regulators of *FLC*, was up-regulated in *upf* mutants

As *FLC* may not be the direct target of *UPF*-mediated regulation of flowering time, we analyzed expression of genes that act upstream of *FLC*. 

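The heat map of Figure 5A names 60 genes besides *FLC*, and Supplementary Table 3 lists 58. Of the 60, 59 have a value in at least 1 pair and 58 have one in every library. The median log2 ratio of these 58 to WT, on log2(FPKM + 1), was -0.04 in *upf1-5*, -0.10 in *upf3-1*, and -0.0018 in *upf1-5 upf3-1*. Among 10000 random lists matched on abundance, these medians lie at percentiles 19.5, 10.1, and 37.6, so the median regulator did not move away from other loci of its abundance. The list was not split into activators and repressors of *FLC*, so these medians cannot exclude a shift in its regulation. The 58 genes of Supplementary Table 3 in place of the 60, chosen after seeing the data, moved the percentile of the double mutant to 29.9.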

For this purpose, we measured the transcript levels of 58 genes that regulate flowering time (Bouche et al., 2016) from our RNA-seq data (Figure 5A), to understand the positive regulation of *FLC* in the *upf* mutants. Detailed expression data for of all *FLC* regulators can be found in Supplementary Table 3. Among 58 genes that potentially regulate *FLC* expression, we found a few genes whose expression patterns in the mutants were similar to that of *FLC* (Figures 5B–I). They were: (1) *MADS AFFECTING FLOWERING 3* (*MAF3*), a homolog of *FLC* that inhibits flowering by up-regulating *FLC* expression and repressing *FT* and *SOC1* expression (Gu et al., 2013; Suter et al., 2014); (2) *TBP-ASSOCIATED FACTOR 14* (*TAF14*), which is also known as *HOMOLOG OF YEAST YAF9 B* (*YAF9B*) and promotes *FLC* expression through chromatin modification together with *AtYAF9A* (Zacharaki et al., 2012; Bieluszewski et al., 2015); and (3) *NF-YA2* and *NF-YA5*, which encode factors that may have dual functions (as a floral promoter and a floral repressor) in the regulation of flowering time (Xu et al., 2013; Hou et al., 2014).

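At 2-fold and 1 FPKM, 3 of the regulators rose in *upf1-5* (*MAF3*, *NF-YA5*, and *TAF14*), and 4 in *upf3-1* and in the double mutant, where *NF-YA2* joins them. None fell 2-fold in *upf1-5*, 3 did so in *upf3-1* (*ATSWC6*, *MAF4*, and *MAF5*), and *MAF5* in the double mutant. By the lowest of the 3 ratios, *NF-YA5* ranks at 1, *MAF3* at 2, *TAF14* at 3, *CLF* at 4 with a lowest ratio of 1.52, and *NF-YA2* at 5. Within 1.5-fold of WT lay 54 regulators in *upf1-5*, 44 in *upf3-1*, and 48 in the double mutant.

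**Figure D3:**
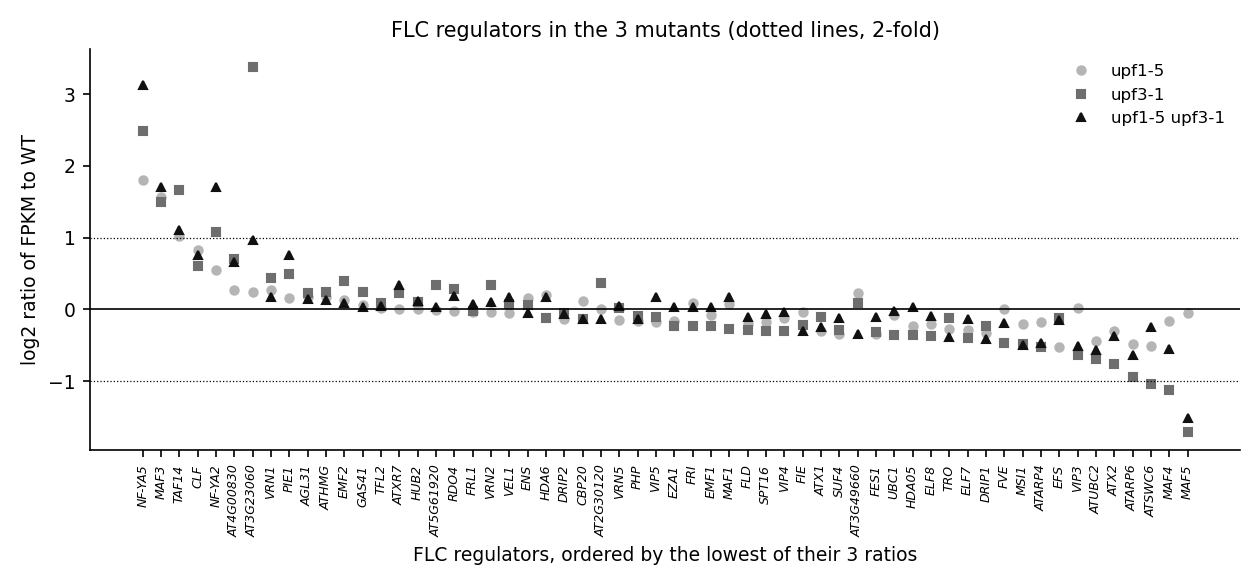
log2 ratio of FPKM to WT for the 58 regulators of FLC with a value in every library, ordered by the lowest of their 3 ratios, 1 library per genotype. NF-YA5, MAF3, and TAF14 lie above 2-fold in every mutant, and MAF5 lies below it in upf3-1 and the double mutant.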

**Figure 5:**
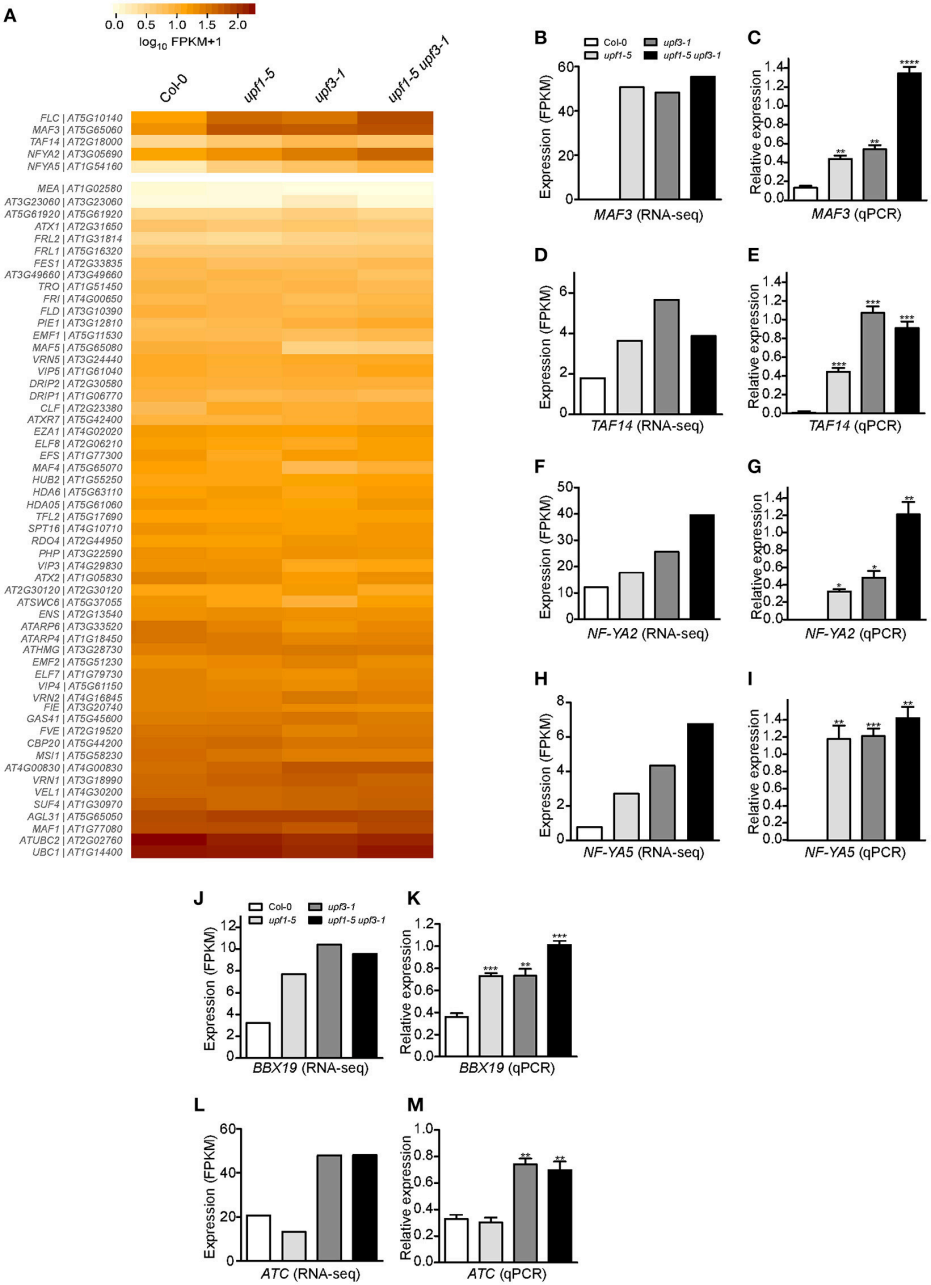
**Expression of *FLC* and its regulators in *upf* mutants. (A)** Heatmap shows the expression of 58 genes that possibly regulate *FLC* expression. *MAF3, TAF14, NF-YA2*, and *NF*-*YA5*, which showed expression patterns similar to that of *FLC*, are shown separately. **(B,C)** FPKM levels determined by RNA-seq **(B)** and relative expression levels determined by qPCR **(C)** of *MAF3* in *upf1-5, upf3-1, upf1-5 upf3-1*, and wild-type plants. **(D,E)** FPKM levels determined by RNA-seq **(D)** and relative expression levels determined by qPCR **(E)** of *TAF14* in *upf* mutants. *TAF14* mRNA levels increased in *upf* single and double mutants, as detected by RNA-seq **(D)** and confirmed by qPCR **(E)**. **(F,G)** FPKM levels determined by RNA-seq **(F)** and relative expression levels determined by qPCR **(G)** of *NF-YA2* in *upf* mutants. **(H,I)** FPKM levels determined by RNA-seq **(H)** and relative expression levels determined by qPCR **(I)** of *NF-YA5* in *upf* mutants. **(J,K)** FPKM levels determined by RNA-seq **(J)** and relative expression levels determined by qPCR **(K)** of *BBX19* in *upf* mutants. **(L,M)** FPKM levels determined by RNA-seq **(L)** and relative expression levels determined by qPCR **(M)** of *ATC* in *upf* mutants.

RNA-seq analysis showed that mRNA levels of *MAF3* were high in *upf1-5* (2.9-fold that of wild type) and *upf3-1* (2.8-fold) mutants. The mRNA level of *MAF3* increased by 3.3-fold in *upf1-5 upf3-1* double mutants (Figure 5B, Supplementary Table 3). Similarly, qPCR analysis showed increased transcript levels of *MAF3* in *upf1-5* (3.3-fold) and *upf3-1* mutants (~4-fold; Figure 5C). 

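*MAF3* measured 17.1 FPKM in WT, 50.7 FPKM in *upf1-5*, 48.2 FPKM in *upf3-1*, and 55.5 FPKM in *upf1-5 upf3-1*, ratios of 2.97, 2.83, and 3.25. The double mutant thus gained 38.4 FPKM, where the single mutants gained 33.6 FPKM and 31.2 FPKM. The authors' deposited table gives q-values of 0.250, 0.311, and 0.169. *MAF3* lies in a tandem cluster with its paralogs on chromosome 5, 873 bp after *MAF2* (*AGL31*) and 780 bp before *MAF4*. Its neighbors did not rise with it: *AGL31* stayed between 63.2 and 74.0 FPKM, *MAF4* went from 12.5 FPKM in WT to 5.77 FPKM in *upf3-1*, and *MAF5* from 7.91 FPKM to 2.42 FPKM.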

The *upf1-5 upf3-1* double mutants showed a 10.2-fold increase, suggesting that both *upf* mutations had an additive effect on *MAF3* expression (Figure 5C). 

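*TAF14* (chromosome 2, 7828976 to 7830898) measured 1.79 FPKM in WT, 3.64 FPKM in *upf1-5*, 5.67 FPKM in *upf3-1*, and 3.87 FPKM in *upf1-5 upf3-1*. The ratios to WT are 2.03, 3.16, and 2.16, so *upf3-1* is the highest. These values rest on few fragments, and the q-values in the authors' deposited table are 0.998, 0.867, and 0.998.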

The mRNA levels of *TAF14* also increased in *upf1-5* (3.2-fold) and *upf3-1* (2.0-fold) mutants, as well as in *upf1-5 upf3-1* (2.1-fold) double mutants, (Figure 5D, Supplementary Table 3). The increased mRNA levels of *TAF14* revealed by qPCR (Figure 5E) were consistent with RNA-seq data. The RNA-seq data showed that the mRNA level of *NF-YA2* increased by 1.5- and 2.1-fold in *upf1-5* and *upf3-1* mutants, respectively, and was 3.3-fold higher in *upf1-5 upf3-1* double mutants (Figure 5F, Supplementary Table 3). 

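*NF-YA2* measured 12.2 FPKM in WT, 17.8 FPKM in *upf1-5*, 25.6 FPKM in *upf3-1*, and 39.5 FPKM in the double mutant, ratios of 1.46, 2.10, and 3.25. The product of the ratios of the single mutants is 3.07. In the authors' deposited table its q-values are 0.998, 0.749, and 0.182.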

The qPCR results agreed with the RNA-seq data of elevated *NF-YA2* mRNA levels (Figure 5G). 

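*NF-YA5* measured 0.775 FPKM in WT, 2.71 FPKM in *upf1-5*, 4.34 FPKM in *upf3-1*, and 6.77 FPKM in *upf1-5 upf3-1*. The ratios are 3.49, 5.61, and 8.73, and the product of those of the single mutants is 19.6. The WT value is under 1 FPKM, and a pseudocount of 1 lowers the ratios to 2.09, 3.01, and 4.38. The q-value of the double mutant against WT in the authors' deposited table is 0.930.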

The *upf1-5* and *upf3-1* mutants showed high levels of *NF-YA5* mRNA (3.5- and 5.6-fold increase, respectively), and *upf1-5 upf3-1* mutants showed an 8.7-fold increase in *NF-YA5* mRNA (Figure 5H, Supplementary Table 3), suggesting that *upf1* and *upf3* mutations contribute additively to *NF-YA5* mRNA levels in *upf1-5 upf3-1* double mutants. The qPCR analysis of *NF-YA2* also showed a similar expression pattern (Figure 5I).

### Expression of *BBX19* and *ATC*, genes that regulate flowering time in an *FLC*-independent manner, was up-regulated in *upf* mutants

We also analyzed the expression of genes that regulate flowering time in an *FLC-*independent manner to identify possible regulators of flowering time in NMD-deficient mutants. From our RNA-seq data, we found two floral repressors that showed consistent expression changes in *upf* mutants: *B-BOX DOMAIN PROTEIN 19* (*BBX19*), which encodes a floral repressor that interacts with CO, thereby preventing CO from inducing *FT* expression (Wang et al., 2014), and *ATC*, which encodes a floral repressor that interacts with FD to affect the expression levels of the floral meristem identity gene *AP1* (Mimida et al., 2001; Huang et al., 2012; Figures 5J,L). qPCR analysis revealed that *BBX19* expression was significantly up-regulated with a fold change of ~2 in *upf1-5* and *upf3-1* mutants and ~3-fold in *upf1-5 upf3-1* double mutants (Figure 5K). 

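*BBX19* measured 3.21 FPKM in WT, 7.71 FPKM in *upf1-5*, 10.8 FPKM in *upf3-1*, and 9.38 FPKM in *upf1-5 upf3-1*, ratios of 2.40, 3.37, and 2.92. *ATC* measured 20.7 FPKM in WT, 13.2 FPKM in *upf1-5*, 47.9 FPKM in *upf3-1*, and 48.9 FPKM in *upf1-5 upf3-1*. Its ratios were 2.31 in *upf3-1* and 2.36 in the double mutant, and it was 1.57-fold lower in *upf1-5*. Of the partners the paper names, *FD* rose from 1.05 FPKM in WT to 2.34, 3.16, and 4.77 FPKM, and *AP1* has no value in any library. The authors' deposited table gives q-values of 0.859 for *BBX19* and 0.586 for *ATC* between WT and the double mutant.

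**Figure D4:**
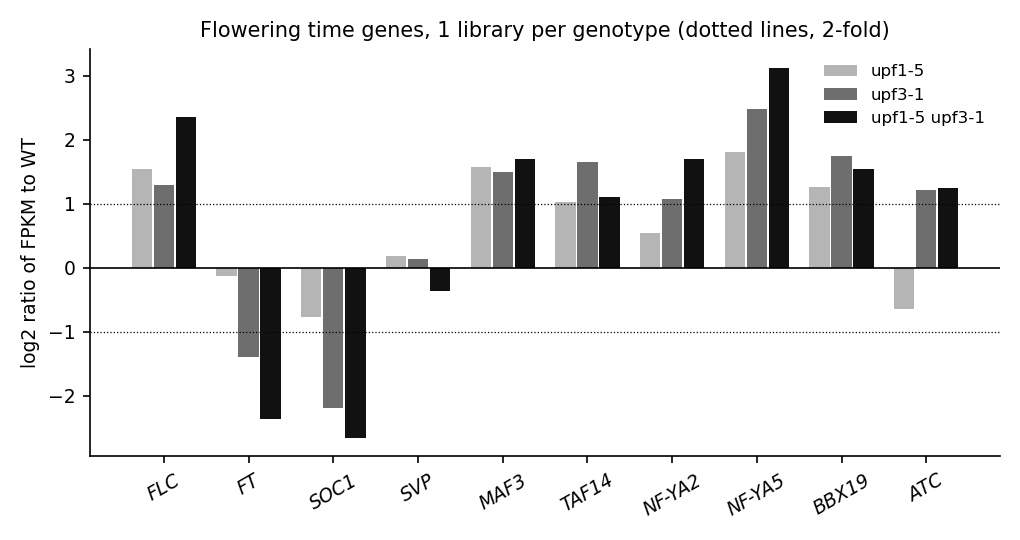
log2 ratio of FPKM to WT for the flowering time genes measured at gene level, with 1 bar per mutant and 1 library per genotype. BBX19 is above 2-fold in all 3 mutants, and ATC is above 2-fold in upf3-1 and the double mutant and below WT in upf1-5.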

The transcript levels of *ATC* were similar between wild-type plants and *upf1-5* mutants (Figure 5M); however, the *ATC* expression levels were elevated over 2-fold in *upf3-1* and *upf1-5 upf3-*1 double mutants (Figure 5M). Thus, the elevated levels of *BBX19* and *ATC* in *upf* mutants suggested an *FLC*-independent contribution to the delayed flowering of *upf* mutants.

### *MAF3* and *BBX19* are potential targets of NMD in the determination of flowering time

To identify the direct targets of NMD in the regulation of flowering time, we analyzed the isoforms of all flowering time regulators. Among these genes, we found that *MAF3* and *BBX19* produced aberrantly spliced transcripts (Figures 6A,B). As these transcripts were not listed in TAIR, we then named them AT5G65060.3 (from *MAF3*) and AT4G38960.4 (from *BBX19*). The AT5G65060.3 transcript differed from AT5G65060.1, the predominant *MAF3* transcript, by the presence of longer 3′- and 5′-UTRs and the absence of 38 nucleotides within the 4th exon. 

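The absent segment drawn in Figure 6A, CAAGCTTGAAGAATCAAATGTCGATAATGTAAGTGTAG, occurs 1 time in the *MAF3* gene of the TAIR10.1 reference, at positions 25990084 to 25990121 of chromosome 5. It is the first 38 nt of exon 4, which has 100 nt in the model AT5G65060.1, and it ends in AG, the dinucleotide that ends an intron. An intron that ends 38 nt later would thus remove exactly this segment. Removing it from the coding sequence shifts the frame at codon 102 and places a stop after 118 of the 196 amino acids, in exon 4 itself. The last exon junction then lies 94 nt after the stop codon. In the reference model AT5G65060.2, exon 4 starts 33 nt into the segment, which keeps the frame, and the model numbered AT5G65060.3 in this reference holds the full segment, so the number does not stand for the transcript of the paper. Levels of single transcripts were not analysed here, because the table analysed gives 1 value per gene.

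**Figure D5:**
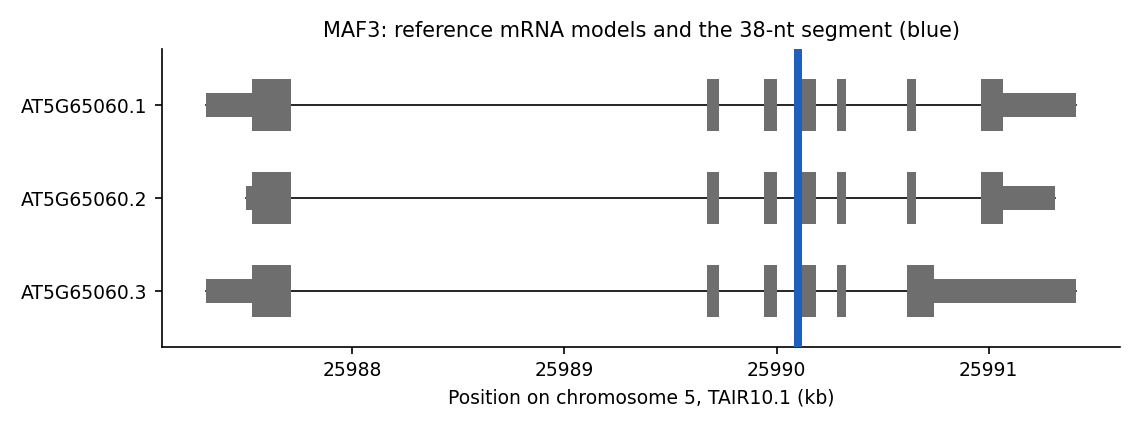
Annotated MAF3 mRNA models in TAIR10.1 drawn to scale along chromosome 5 (kb), with coding parts tall and untranslated parts low. The blue band marks the 38-nt segment at the start of exon 4, which AT5G65060.1 and AT5G65060.3 contain in full.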

The 38-nucleotide deletion caused a predicted out-of-frame splicing event, which created a PTC in the same exon, leading to formation of a truncated MAF3 protein (Figure 6A). The full-length alignment of the transcripts and the proteins can be found in Supplementary Figures 6, 7. The AT4G38960.4 transcript generated from *BBX19* had a long 5′-UTR, skipped the first two *BBX19* exons, and retained part of the third intron, like the AT4G38960.2 transcript, a splice variant of *BBX19*. Importantly, seven nucleotides were absent in the 6th exon of the AT4G38960.4 transcript, compared to AT4G38960.3, the normal functional transcript of *BBX19*. 

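The 7 nt drawn as absent in Figure 6B, TTTCCAG, lie at positions 18162723 to 18162729 of chromosome 4 and open exon 6 of the 7 exons of the model AT4G38960.3. Like the *MAF3* segment, they end in AG at the start of an exon. Without them the frame of AT4G38960.3 shifts at codon 146 and a stop follows after 178 of the 226 amino acids, in exon 6, with the last exon junction 53 nt after the stop codon. The paper likens the start of its transcript to AT4G38960.2. In the reference model of that number, the shift falls at codon 70 and the stop after 102 of the 150 amino acids. All 6 coding models of *BBX19* in the reference contain the segment at the start of an exon, including the one numbered AT4G38960.4.

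**Figure D6:**
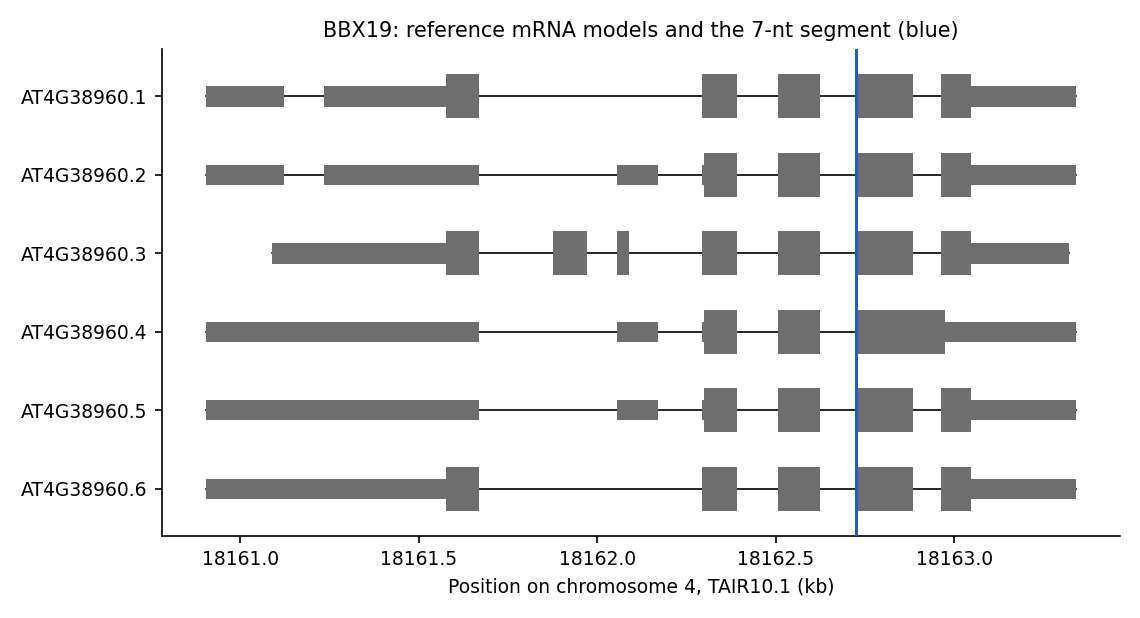
Annotated BBX19 mRNA models in TAIR10.1 drawn to scale along chromosome 4 (kb), with coding parts tall and untranslated parts low. The blue band marks the 7-nt segment, at the start of an exon in all 6 models.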

The 7-nucleotide deletion likely created a PTC in the 5th exon to generate truncated BBX19 proteins (Figure 6B, Supplementary Figure 9). Considering that the AT5G65060.3 and AT4G38960.4 transcripts had a PTC and long UTRs (Figures 6A,B, Supplementary Figures 6, 8), a characteristic of aberrant transcripts that are destined for NMD under normal circumstances, these AT5G65060.3 and AT4G38960.4 transcripts could be potential targets of *UPF*-mediated regulation of flowering time.

**Figure 6:**
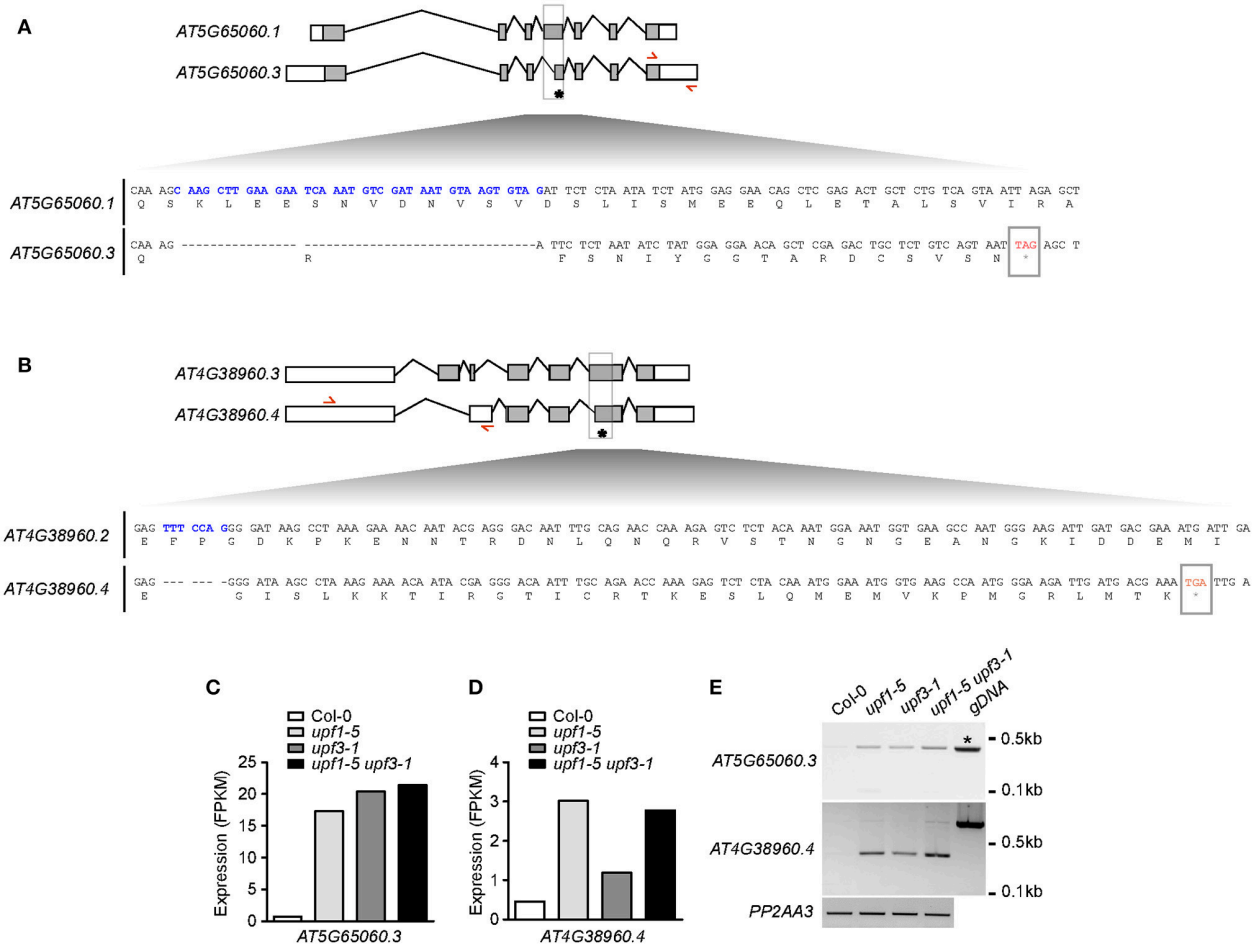
**Production of aberrant *MAF3* and *BBX19* transcripts containing PTCs in *upf* mutants. (A,B)** Comparison of the structures of a normal transcript (AT5G65060.1) and an aberrant transcript (AT5G65060.3) from *MAF3* **(A)** and comparison of the structures of a normal transcript (AT4G38950.3) and an aberrant transcript (AT4G38950.4) that we identified from *BBX19* **(B)** from our RNA-seq analysis. Each bottom panel shows deduced amino acid sequences from the normal transcript and the aberrant transcript containing a PTC, which is indicated by an asterisk. Sequences in blue indicate the cDNA fragment that is absent in the aberrant transcript. Red arrows indicate the binding sites of primers used to detect aberrant transcripts from *MAF3* and *BBX19*. Gray boxes indicate coding regions. **(C,D)** FPKM levels of the aberrant transcript of *MAF3* (AT5G65060.3) **(C)** and *BBX19* (AT4G38960.4) **(D)** in *upf* mutants. **(E)** Detection of AT5G65060.3 and AT4G38960.4 transcripts via RT-PCR. Note that an amplicon with the same size was amplified from genomic DNA (gDNA) from *MAF3* (asterisk). *PP2AA3* was used as an internal control.

RNA-seq analysis showed that FPKM levels of AT5G65060.3 and AT4G38960.4 transcripts increased in *upf* mutants. The FPKM levels of the AT5G65060.3 transcript increased by 20.3, 23.9, and 25.9-fold in *upf1-5, upf3-1*, and *upf1-5 upf3-1* mutants, respectively (Figure 6C). The FPKM levels of the AT4G38950.4 transcript increased by 6.5, 2.6, and 5.8-fold in *upf1-5, upf3-1*, and *upf1-5 upf3-1* mutants, respectively (Figure 6D). We then carried out conventional RT-PCR to determine whether we could detect the aberrant transcripts identified in our RNA-seq analysis. We successfully detected amplicons using primers to specifically amplify the aberrant AT5G65060.3 and AT4G38960.4 transcripts (Figure 6E). Furthermore, the levels of AT5G65060.3 and AT4G38960.4 apparently increased in *upf* mutants, compared to wild-type plants, suggesting that AT5G65060.3 and AT4G38960.4 transcripts were likely substrates of NMD. These analyses suggested that *MAF3* and *BBX19* are potential targets of NMD in the regulation of flowering time in *upf* mutants.

## Discussion

This study aimed to explain the late-flowering phenotype of NMD-deficient mutants (*upf1-5, upf3-1*, and *upf1-5 upf3-1*) using next-generation RNA sequencing and qPCR analyses. We found that *FLC* mRNA levels were high in *upf* mutants and *FLC* likely mediates late flowering of *upf* mutants via possible transcriptional repression of *FT* and *SOC1*. However, *FLC* might not be the direct target of NMD, suggesting that upstream regulators of *FLC* may be responsible for the *UPF*-mediated flowering time change. Indeed, we found that the transcript levels of *MAF3* and *BBX19* increased in *upf* mutants and that they produced aberrant transcripts containing a PTC.

NMD is a conserved eukaryotic surveillance mechanism that protects cells from potential harmful effects of truncated proteins as a result of faulty transcripts with PTCs. Early transcript profiling experiments in Arabidopsis showed that transcript levels of only ~0.5% of protein-coding genes were elevated in NMD-impaired protoplasts (Kurihara et al., 2009), which suggests the involvement of NMD in global-scale regulation of Arabidopsis genes, apart from degrading aberrant transcripts. With the development of more robust sequencing technologies, especially RNA sequencing (RNA-seq), further insight into the mechanism of NMD and its targets has been achieved over the past few years (Filichkin et al., 2010; Drechsel et al., 2013). By using paired-end RNA-seq, we were able to find a large number of protein coding genes that were differentially expressed in *upf* mutants (2,254 genes in *upf1-5* mutants, 4,404 in *upf3-1* mutants, and 4,541 in *upf1-5 upf3-1* double mutants; Figures 2B,C). We found an additive effect of the *upf1-5* and *upf3-1* mutations on differentially expressed genes, which is consistent with the further delayed flowering seen in *upf1-5 upf3-1* double mutants (Arciga-Reyes et al., 2006; Drechsel et al., 2013). Our data suggested that the *upf3* mutation made a strong contribution to the differential expression of genes in the double mutants.

The transition from vegetative growth to flowering is a major developmental event in the plant life cycle. The precisely regulated timing of flowering has decisive consequences for the successful completion of the plant life cycle (Huijser and Schmid, 2011). Although a previous work suggested that NMD regulates *SOC1* transcript levels in the presence of EARLY FLOWERING 9 (ELF9) protein (Song et al., 2009), the molecular mechanism governing the late-flowering phenotype of NMD-deficient mutants has remained an unsolved puzzle. The *upf1-5* and *upf3-1* mutants have a delayed-flowering phenotype (Arciga-Reyes et al., 2006), but no mechanism explaining the late-flowering time phenotype was suggested. Here, we attempted to understand the factors responsible for the delayed flowering of *upf1-5* and *upf3-1* mutants, two major components in the NMD pathway in Arabidopsis, as well as in their double mutant plants. We found that *FLC* expression levels increased in *upf* mutants, which is consistent with a previous finding (Kurihara et al., 2009). In their report, the authors performed a whole-genome tiling array and found *FLC* as one of the 138 protein-coding transcripts whose expression levels were up-regulated (over 1.8-fold) in *upf* mutants. From our RNA-seq and qPCR analyses, we found consistent results showing that *FLC* mRNA levels increased in both *upf1-5* and *upf3-1* single mutants and in *upf1-5 upf3-1* double mutants (Figures 3A,B), which is consistent with the late-flowering phenotypes of *upf* mutants. This strongly suggests that *FLC* mediates the delayed flowering of NMD-deficient mutants, as *FLC* expression quantitatively and inversely correlates with flowering time (Michaels and Amasino, 1999; Sheldon et al., 1999). This conclusion is further supported by the vernalization responsiveness of *upf* mutants (Figure 4). As vernalization results in acceleration of flowering time via the stable repression of *FLC* through histone methylation (Searle et al., 2006), the recovery of the late-flowering phenotype of *upf* mutants suggests that *FLC* plays an important role in the determination of flowering time in the *upf* mutants.

How is *UPF*-mediated flowering time regulated? Although *FLC* mRNA levels increased in *upf* mutants, we could not find any evidence that *FLC* is a direct target of NMD (Supplementary Figure 5). Among upstream flowering time regulators that act in an either *FLC*-dependent or *FLC*-independent manners, however, we found that *MAF3* and *BBX19* mRNA levels increased in *upf* mutants (Figures 5B,C,J,K, respectively). Furthermore, we detected aberrant transcripts of *MAF3* and *BBX19* in *upf* mutants (Figure 6), suggesting that these two genes might be targets of the *UPF*-dependent regulation of flowering time. Thus we propose that the regulation of *UPF*-dependent flowering time involves at least two independent pathways. The first pathway is the *MAF3-FLC* pathway, in which *MAF3* positively regulates *FLC* expression (Gu et al., 2013) and subsequent up-regulation of *FLC* causes late flowering in *upf* mutants. The second pathway is the *BBX19-FT* pathway, which acts independently of *FLC*. BBX19 physically interacts with CO and prevents it from binding to the *FT* promoter to induce *FT* expression (Wang et al., 2014). Thus, increased *BBX19* expression likely leads to delayed flowering in *upf* mutants. The existence of multiple pathways is consistent with the flowering time changes induced by changes in *MAF3* and *BBX19* expression. Since flowering time changes caused by the alteration of expression of *MAF3* or *BBX19* were not very dramatic, either the *MAF3-FLC* pathway or the *BBX19-FT* pathway is not sufficient to explain the strong late flowering of *upf* mutants. Thus, we suggest that NMD affects multiple pathways to modulate flowering time and at least the *MAF3-FLC* and *BBX19-FT* modules play an important role in such regulation.

We propose that MAF3 and BBX19 function as major players in *UPF*-mediated delayed flowering in *upf* mutants, but it should be noted that the detection of PTCs and altered transcripts in *upf* mutants involves an element of random chance. Therefore, we cannot exclude the possibility that the *FLC* locus produced PTCs and altered transcripts, but we were not able to capture the event. Furthermore, considering that PTCs and altered transcripts can arise from every transcribed gene in the genome, given enough time, it is possible that the delayed flowering resulted from the combinatorial effects of many genes that may or may not be related to flowering. Given that disruption of NMD in the *upf1-5* and *upf3-1* mutants likely has broad effects on cellular metabolism, stress responses, and other aspects of plant cell biology, we consider that the observed delay in flowering time reflects only a small part of the disruptions occurring in these mutants. However, this phenotype provided a valuable indicator of the metabolic alterations occurring in the mutant cells and allowed us to probe the effects on the regulation of flowering time.

Based on our results, we constructed a working model to explain the delayed flowering of *upf* mutants (Figure 7). According to this model, the regulation of *UPF*-dependent flowering time is controlled by at least two independent pathways, namely, an *FLC*-dependent pathway and an *FLC*-independent pathway. In the *FLC*-dependent pathway, *MAF3* is likely a direct substrate of NMD and aberrant *MAF3* transcripts that are not cleared out by NMD affect normal *MAF3* function, which affects *FLC*. The increase in FLC then causes the repression of flowering by direct repression of *FT* and *SOC1* by FLC. In the *FLC*-independent pathway, *BBX19* is likely a direct substrate of NMD and aberrant *BBX19* transcripts that are not removed by NMD affect normal *BBX19* function, which eventually affects *FT* expression by inhibiting binding of CO to the *FT* locus (Wang et al., 2014). Thus, reduced *FT* and *SOC1* expression is not sufficient to induce the expression of floral identity genes and hence the *upf* mutants flower later than wild-type plants.

**Figure 7:**
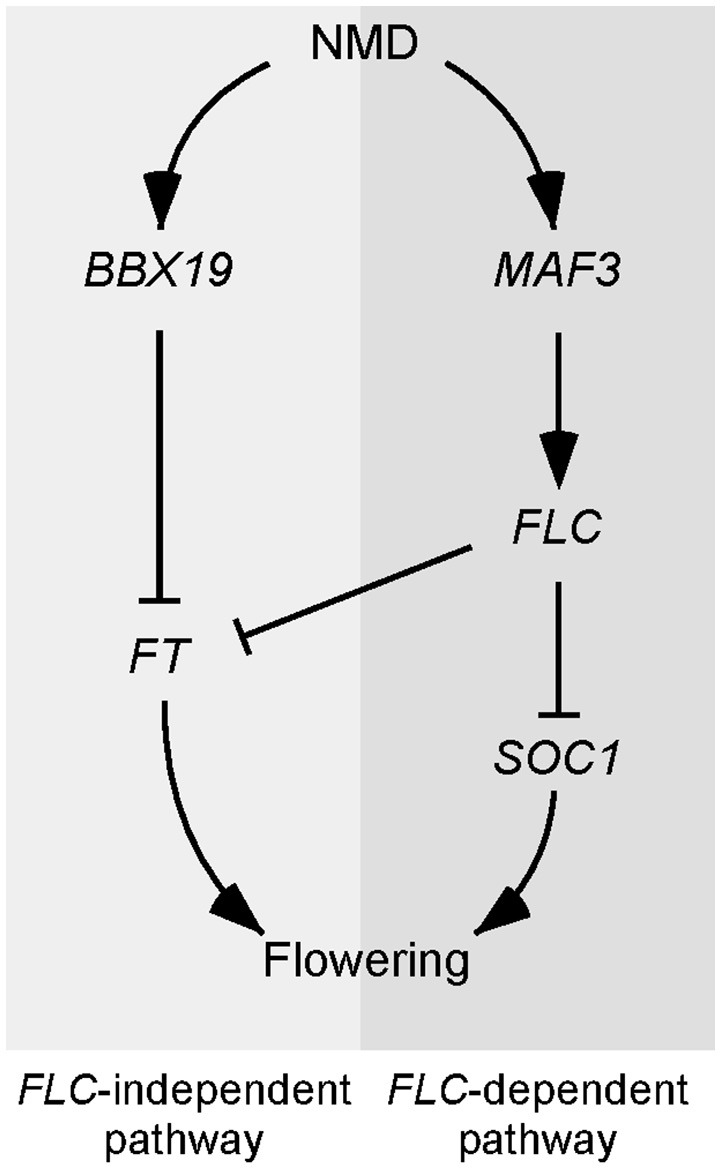
**Model explaining the late-flowering phenotype of NMD-deficient mutants**. Two independent pathways likely participate in the *UPF*-mediated regulation of flowering time. In the *FLC*-dependent pathway, *MAF3* seems to be the direct target of NMD and the up-regulation of *MAF3* in NMD-deficient mutants causes up-regulation of *FLC*, which in turn represses *FT* and *SOC1* to delay flowering. In the *FLC*-independent pathway, *BBX19* seems to be the direct target of NMD and its up-regulation suppresses *FT* expression, which eventually inhibits flowering.

## Author contributions

ZN analyzed the NGS data analysis, performed the experiments. MF performed the initial NGS data analysis. JA designed and supervised the study. ZN, MF, and JA wrote the manuscript.

## Funding

Our work was supported by a National Research Foundation of Korea grant funded by the Korean government (Ministry of Science, ICT, and Future Planning; 2008-0061988) to JA.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AbeM.KobayashiY.YamamotoS.DaimonY.YamaguchiA.IkedaY.. (2005). FD, a bZIP protein mediating signals from the floral pathway integrator FT at the shoot apex. Science 309, 1052–1056. 10.1126/science.111598316099979

[B2] Arciga-ReyesL.WoottonL.KiefferM.DaviesB. (2006). UPF1 is required for nonsense-mediated mRNA decay (NMD) and RNAi in Arabidopsis. Plant J. 47, 480–489. 10.1111/j.1365-313X.2006.02802.x16813578

[B3] BastowR.MylneJ. S.ListerC.LippmanZ.MartienssenR. A.DeanC. (2004). Vernalization requires epigenetic silencing of FLC by histone methylation. Nature 427, 164–167. 10.1038/nature0226914712277

[B4] BernierG.PérilleuxC. (2005). A physiological overview of the genetics of flowering time control. Plant Biotechnol. J. 3, 3–16. 10.1111/j.1467-7652.2004.00114.x17168895

[B5] BieluszewskiT.GalganskiL.SuraW.BieluszewskaA.AbramM.LudwikowA.. (2015). AtEAF1 is a potential platform protein for Arabidopsis NuA4 acetyltransferase complex. BMC Plant Biol. 15:1. 10.1186/s12870-015-0461-125849764PMC4358907

[B6] BindeaG.MlecnikB.HacklH.CharoentongP.TosoliniM.KirilovskyA.. (2009). ClueGO: a Cytoscape plug-in to decipher functionally grouped gene ontology and pathway annotation networks. Bioinformatics 25, 1091–1093. 10.1093/bioinformatics/btp10119237447PMC2666812

[B7] BornerR.KampmannG.ChandlerJ.GleißnerR.WismanE.ApelK.. (2000). A MADS domain gene involved in the transition to flowering in Arabidopsis. Plant J. 24, 591–599. 10.1046/j.1365-313x.2000.00906.x11123798

[B8] BoucheF.LobetG.TocquinP.PerilleuxC. (2016). FLOR-ID: an interactive database of flowering-time gene networks in *Arabidopsis thaliana*. Nucleic Acids Res. 44, D1167–D1171. 10.1093/nar/gkv105426476447PMC4702789

[B9] DaiY.LiW.AnL. (2016). NMD mechanism and the functions of Upf proteins in plant. Plant Cell Rep. 35, 5–15. 10.1007/s00299-015-1867-926400685

[B10] DengW.YingH.HelliwellC. A.TaylorJ. M.PeacockW. J.DennisE. S. (2011). *FLOWERING LOCUS C* (FLC) regulates development pathways throughout the life cycle of Arabidopsis. Proc. Natl. Acad. Sci. U.S.A. 108, 6680–6685. 10.1073/pnas.110317510821464308PMC3081018

[B11] DrechselG.KahlesA.KesarwaniA. K.StaufferE.BehrJ.DreweP.. (2013). Nonsense-mediated decay of alternative precursor mRNA splicing variants is a major determinant of the Arabidopsis steady state transcriptome. Plant Cell 25, 3726–3742. 10.1105/tpc.113.11548524163313PMC3877825

[B12] FilichkinS. A.MocklerT. C. (2012). Unproductive alternative splicing and nonsense mRNAs: a widespread phenomenon among plant circadian clock genes. Biol. Direct 7:20. 10.1186/1745-6150-7-2022747664PMC3403997

[B13] FilichkinS. A.PriestH. D.GivanS. A.ShenR.BryantD. W.FoxS. E.. (2010). Genome-wide mapping of alternative splicing in *Arabidopsis thaliana*. Genome Res. 20, 45–58. 10.1101/gr.093302.10919858364PMC2798830

[B14] GoffL. A.TrapnellC.KelleyD. (2012). CummeRbund: Visualization and Exploration of Cufflinks High-throughput Sequencing Data. R Package Version 2(0).

[B15] GuX.LeC.WangY.LiZ.JiangD.WangY.. (2013). *Arabidopsis* FLC clade members form flowering-repressor complexes coordinating responses to endogenous and environmental cues. Nat. Commun. 4:1947. 10.1038/ncomms294723770815PMC3709509

[B16] HeF.LiX.SpatrickP.CasilloR.DongS.JacobsonA. (2003). Genome-wide analysis of mRNAs regulated by the nonsense-mediated and 5′ to 3′ mRNA decay pathways in yeast. Mol. Cell 12, 1439–1452. 10.1016/S1097-2765(03)00446-514690598

[B17] HelliwellC. A.WoodC. C.RobertsonM.James PeacockW.DennisE. S. (2006). The Arabidopsis FLC protein interacts directly *in vivo* with SOC1 and FT chromatin and is part of a high-molecular-weight protein complex. Plant J. 46, 183–192. 10.1111/j.1365-313X.2006.02686.x16623882

[B18] HepworthS. R.ValverdeF.RavenscroftD.MouradovA.CouplandG. (2002). Antagonistic regulation of flowering-time gene SOC1 by CONSTANS and FLC via separate promoter motifs. EMBO J. 21, 4327–4337. 10.1093/emboj/cdf43212169635PMC126170

[B19] HongS. M.BahnS. C.LyuA.JungH. S.AhnJ. H. (2010). Identification and testing of superior reference genes for a starting pool of transcript normalization in Arabidopsis. Plant Cell Physiol. 51, 1694–1706. 10.1093/pcp/pcq12820798276

[B20] HoriK.WatanabeY. (2005). UPF3 suppresses aberrant spliced mRNA in Arabidopsis. Plant J. 43, 530–540. 10.1111/j.1365-313X.2005.02473.x16098107

[B21] HouX.ZhouJ.LiuC.LiuL.ShenL.YuH. (2014). Nuclear factor Y-mediated H3K27me3 demethylation of the SOC1 locus orchestrates flowering responses of *Arabidopsis*. Nat. Commun. 5:4601. 10.1038/ncomms560125105952

[B22] HuangN. C.JaneW. N.ChenJ.YuT. S. (2012). *Arabidopsis thaliana* CENTRORADIALIS homologue (ATC) acts systemically to inhibit floral initiation in Arabidopsis. Plant J. 72, 175–184. 10.1111/j.1365-313X.2012.05076.x22702636

[B23] HuijserP.SchmidM. (2011). The control of developmental phase transitions in plants. Development 138, 4117–4129. 10.1242/dev.06351121896627

[B24] KalynaM.SimpsonC. G.SyedN. H.LewandowskaD.MarquezY.KusendaB.. (2012). Alternative splicing and nonsense-mediated decay modulate expression of important regulatory genes in *Arabidopsis*. Nucleic acids Res. 40, 2454–2469. 10.1093/nar/gkr93222127866PMC3315328

[B25] KardailskyI.ShuklaV. K.AhnJ. H.DagenaisN.ChristensenS. K.NguyenJ. T.. (1999). Activation tagging of the floral inducer FT. Science 286, 1962–1965. 10.1126/science.286.5446.196210583961

[B26] KerényiZ.MéraiZ.HiripiL.BenkovicsA.GyulaP.LacommeC.. (2008). Inter-kingdom conservation of mechanism of nonsense-mediated mRNA decay. EMBO J. 27, 1585–1595. 10.1038/emboj.2008.8818451801PMC2426726

[B27] KerteszS.KerenyiZ.MeraiZ.BartosI.PalfyT.BartaE.. (2006). Both introns and long 3′-UTRs operate as cis-acting elements to trigger nonsense-mediated decay in plants. Nucleic Acids Res. 34, 6147–6157. 10.1093/nar/gkl73717088291PMC1693880

[B28] KobayashiY.KayaH.GotoK.IwabuchiM.ArakiT. (1999). A pair of related genes with antagonistic roles in mediating flowering signals. Science 286, 1960–1962. 10.1126/science.286.5446.196010583960

[B29] KuriharaY.MatsuiA.HanadaK.KawashimaM.IshidaJ.MorosawaT.. (2009). Genome-wide suppression of aberrant mRNA-like noncoding RNAs by NMD in Arabidopsis. Proc. Natl. Acad. Sci. U.S.A. 106, 2453–2458. 10.1073/pnas.080890210619181858PMC2650177

[B30] LeeH.SuhS.-S.ParkE.ChoE.AhnJ. H.KimS.-G.. (2000). The AGAMOUS-LIKE 20 MADS domain protein integrates floral inductive pathways in Arabidopsis. Genes Dev. 14, 2366–2376. 10.1101/gad.81360010995392PMC316936

[B31] LeeI.AmasinoR. M. (1995). Effect of vernalization, photoperiod, and light quality on the flowering phenotype of Arabidopsis plants containing the FRIGIDA gene. Plant Physiol. 108, 157–162. 10.1104/pp.108.1.15712228459PMC157316

[B32] LiD.LiuC.ShenL.WuY.ChenH.RobertsonM.. (2008). A repressor complex governs the integration of flowering signals in Arabidopsis. Dev. Cell 15, 110–120. 10.1016/j.devcel.2008.05.00218606145

[B33] MaquatL. E. (2005). Nonsense-mediated mRNA decay in mammals. J. Cell Sci. 118, 1773–1776. 10.1242/jcs.0170115860725

[B34] MendellJ.SharifiN.MeyersJ.Martinez-MurilloF.DietzH. (2004). Erratum: nonsense surveillance regulates expression of diverse classes of mammalian transcripts and mutes genomic noise. Nat. Genet. 36, 1238–1238. 10.1038/ng1104-1238c15448691

[B35] MichaelsS. D. (2009). Flowering time regulation produces much fruit. Curr. Opin. Plant Biol. 12, 75–80. 10.1016/j.pbi.2008.09.00518938104PMC2644822

[B36] MichaelsS. D.AmasinoR. M. (1999). *FLOWERING LOCUS C* encodes a novel MADS domain protein that acts as a repressor of flowering. Plant Cell 11, 949–956. 10.1105/tpc.11.5.94910330478PMC144226

[B37] MimidaN.GotoK.KobayashiY.ArakiT.AhnJ. H.WeigelD.. (2001). Functional divergence of the TFL1-like gene family in Arabidopsis revealed by characterization of a novel homologue. Genes Cells 6, 327–336. 10.1046/j.1365-2443.2001.00425.x11318875

[B38] NyikóT.KerényiF.SzabadkaiL.BenkovicsA. H.MajorP.SonkolyB.. (2013). Plant nonsense-mediated mRNA decay is controlled by different autoregulatory circuits and can be induced by an EJC-like complex. Nucleic Acids Res. 41, 6715–6728. 10.1093/nar/gkt36623666629PMC3711448

[B39] RaysonS.Arciga-ReyesL.WoottonL.ZabalaM. D. T.TrumanW.GrahamN.. (2012). A role for nonsense-mediated mRNA decay in plants: pathogen responses are induced in *Arabidopsis thaliana* NMD mutants. PLoS ONE 7:e31917. 10.1371/journal.pone.003191722384098PMC3284524

[B40] RehwinkelJ.LetunicI.RaesJ.BorkP.IzaurraldeE. (2005). Nonsense-mediated mRNA decay factors act in concert to regulate common mRNA targets. RNA 11, 1530–1544. 10.1261/rna.216090516199763PMC1370837

[B41] RiehsN.AkimchevaS.PuizinaJ.BulankovaP.IdolR. A.SirokyJ.. (2008). Arabidopsis SMG7 protein is required for exit from meiosis. J. Cell Sci. 121, 2208–2216. 10.1242/jcs.02786218544632

[B42] Riehs-KearnanN.GloggnitzerJ.DekroutB.JonakC.RihaK. (2012). Aberrant growth and lethality of Arabidopsis deficient in nonsense-mediated RNA decay factors is caused by autoimmune-like response. Nucleic Acids Res. 40, 5615–5624. 10.1093/nar/gks19522379136PMC3384318

[B43] SearleI.HeY.TurckF.VincentC.FornaraF.KroberS.. (2006). The transcription factor FLC confers a flowering response to vernalization by repressing meristem competence and systemic signaling in Arabidopsis. Genes Dev. 20, 898–912. 10.1101/gad.37350616600915PMC1472290

[B44] SheldonC. C.BurnJ. E.PerezP. P.MetzgerJ.EdwardsJ. A.PeacockW. J.. (1999). The FLF MADS box gene: a repressor of flowering in Arabidopsis regulated by vernalization and methylation. Plant Cell 11, 445–458. 10.1105/tpc.11.3.44510072403PMC144185

[B45] ShiC.BaldwinI. T.WuJ. (2012). Arabidopsis plants having defects in nonsense-mediated mRNA decay factors UPF1, UPF2, and UPF3 show photoperiod-dependent phenotypes in development and stress responses. J. Integr. Plant Biol. 54, 99–114. 10.1111/j.1744-7909.2012.01093.x22353561

[B46] SongH.-R.SongJ.-D.ChoJ.-N.AmasinoR. M.NohB.NohY.-S. (2009). The RNA binding protein ELF9 directly reduces suppressor of overexpression of CO1 transcript levels in Arabidopsis, possibly via nonsense-mediated mRNA decay. Plant Cell 21, 1195–1211. 10.1105/tpc.108.06477419376936PMC2685614

[B47] SpitzerM.WildenhainJ.RappsilberJ.TyersM. (2014). BoxPlotR: a web tool for generation of box plots. Nat. Methods 11, 121–122. 10.1038/nmeth.281124481215PMC3930876

[B48] SuterL.RüeggM.ZempN.HennigL.WidmerA. (2014). Gene regulatory variation mediates flowering responses to vernalization along an altitudinal gradient in Arabidopsis. Plant Physiol. 166, 1928–1942. 10.1104/pp.114.24734625339407PMC4256870

[B49] TrapnellC.RobertsA.GoffL.PerteaG.KimD.KelleyD. R.. (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat. Protoc. 7, 562–578. 10.1038/nprot.2012.01622383036PMC3334321

[B50] WangC.-Q.GuthrieC.SarmastM. K.DeheshK. (2014). BBX19 interacts with CONSTANS to repress *FLOWERING LOCUS T* transcription, defining a flowering time checkpoint in Arabidopsis. Plant Cell 26, 3589–3602. 10.1105/tpc.114.13025225228341PMC4213167

[B51] XuM. Y.ZhangL.LiW. W.HuX. L.WangM.-B.FanY. L.. (2013). Stress-induced early flowering is mediated by miR169 in *Arabidopsis thaliana*. J. Exp. Bot. 65, 89–101. 10.1093/jxb/ert35324336445

[B52] YoineM.NishiiT.NakamuraK. (2006). Arabidopsis UPF1 RNA helicase for nonsense-mediated mRNA decay is involved in seed size control and is essential for growth. Plant Cell Physiol. 47, 572–580. 10.1093/pcp/pcj03516540482

[B53] ZacharakiV.BenhamedM.PouliosS.LatrasseD.PapoutsoglouP.DelarueM.. (2012). The Arabidopsis ortholog of the YEATS domain containing protein YAF9a regulates flowering by controlling H4 acetylation levels at the FLC locus. Plant Sci. 196, 44–52. 10.1016/j.plantsci.2012.07.01023017898

[B54] ZeevaartJ. A. (2008). Leaf-produced floral signals. Curr. Opin. Plant Biol. 11, 541–547. 10.1016/j.pbi.2008.06.00918691931

# Supplementary material for: Possible Role of MADS AFFECTING FLOWERING 3 and B-BOX DOMAIN PROTEIN 19 in Flowering Time Regulation of Arabidopsis Mutants with Defects in Nonsense-Mediated mRNA Decay
**Source:** Front Plant Sci. 2017 Feb 14;8:191. doi: 10.3389/fpls.2017.00191
**Supplement:** Supplementary file 2

Supplementary Material

Possible role of MADS AFFECTING FLOWERING 3 and *B-BOX DOMAIN PROTEIN 19* in flowering time regulation of Arabidopsis mutants with defects in nonsense-mediated mRNA decay

Zeeshan Nasim^1^, Muhammad Fahim^2^, Ji Hoon Ahn^1*^

# Supplementary Data

# Supplementary Figures and Tables

## Supplementary Figures

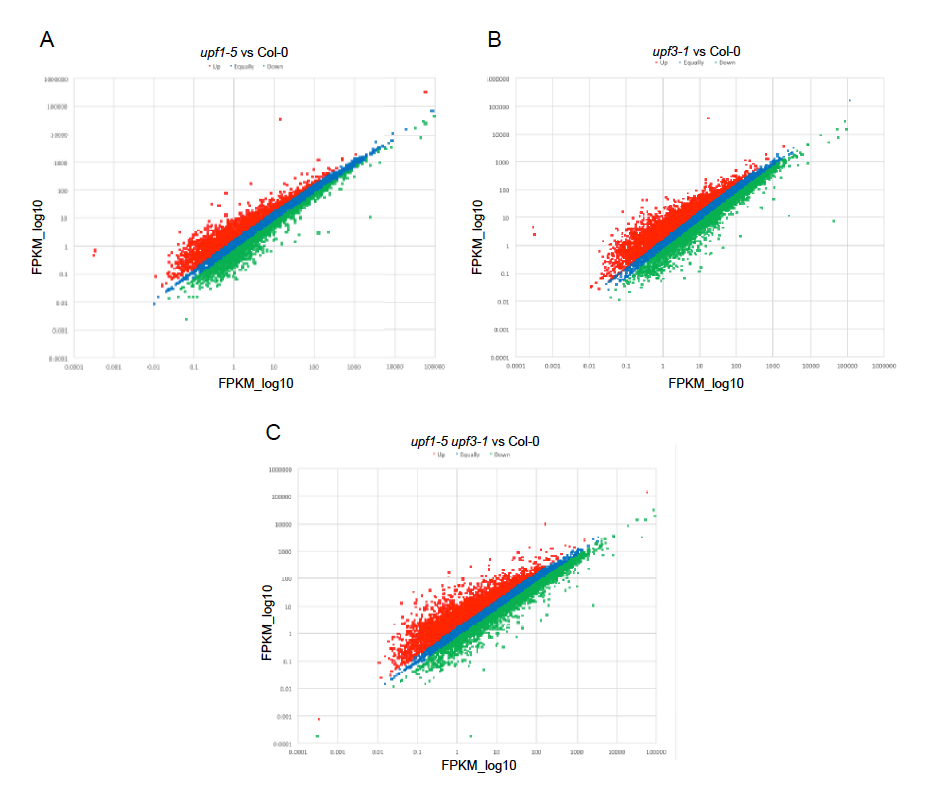

**Supplementary Figure 1.** **Scatter plots of gene expression in** ***upf1-5, upf3-1,* and *upf1-5 upf3-1* mutants versus wild-type plants.** Scatter plot representing the DEGs between *upf1-5* mutants and Col-0 plants (A), between *upf3-1* mutants and Col-0 plants (B), and between *upf1-5 upf3-1* double mutants and Col-0 plants (C). Red dots represent up-regulated genes and green dots represent down-regulated genes in the mutants, compared to wild-type plants, whereas genes with similar expression to wild-type plants are shown as blue dots. Note that the *upf3-1* and *upf1-5* *upf3-1* double mutants have more red dots and green dots and share similar distribution patterns of these dots, compared to *upf1-5* mutants, suggesting a possibility that *upf3* has a stronger effect than *upf1*.

**
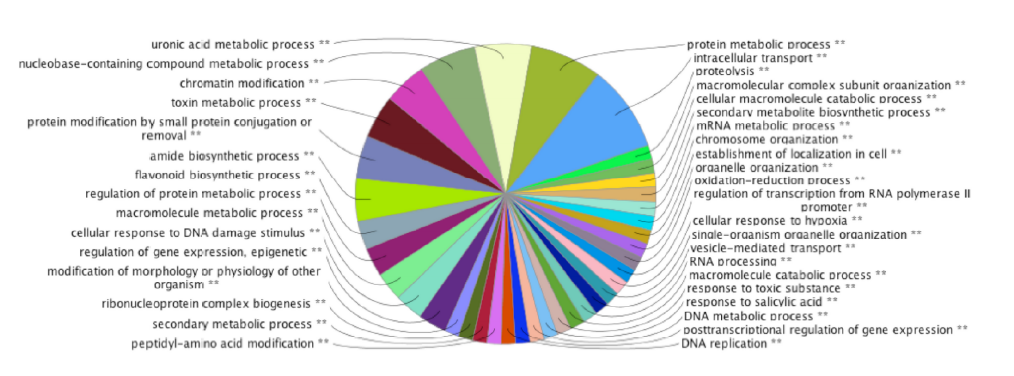
**

**Supplementary Figure 2. Gene Ontology (GO) analysis for the DEGs in *upf* mutants.** GO analysis for biological process was performed using the ClueGO plugin of Cytoscape with a *p*-value threshold of 0.05. Double asterisks (**) show that the GO term is significant (*p* value <0.001).

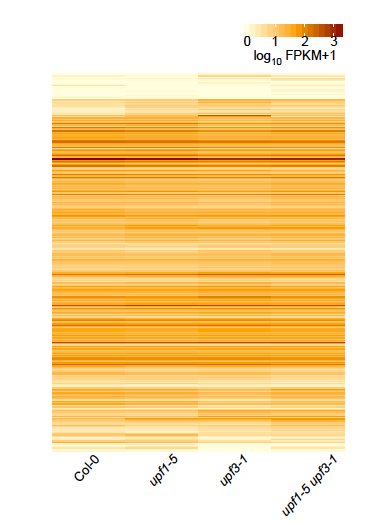

**Supplementary Figure 3.** Heatmap showing expression profiles of genes that regulate flowering time between Col-0 and *upf* mutants.

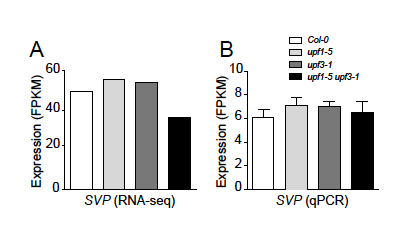

**Supplementary Figure 4. *SVP* mRNA expression levels in *upf1-5, upf3-1,* and *upf1-5 upf3-1* mutants.** **(A, B)** FPKM levels determined by RNA-seq (A) and relative expression levels determined by qPCR (B) of *SVP* in *upf1-5*, *upf3-1*, *upf1-5 upf3-1*, and wild-type plants. Note no clear differences between wild-type plants and *upf* mutants.

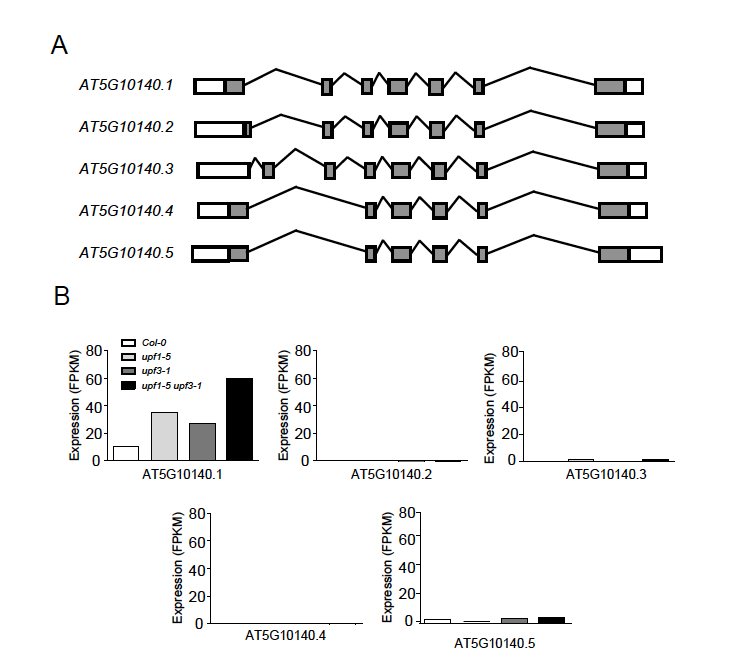

**Supplementary Figure 5. Structures and FPKM values of alternatively spliced isoforms of *FLC*. (A)** Structures of alternatively spliced isoforms of *FLC* detected by RNA-seq analysis. Note that the AT5G10140.5 transcript is a newly found isoform in our RNA-seq analysis. A box indicates an exon. The coding sequence is indicated in grey. **(B)** FPKM levels of alternative spliced isoforms of *FLC*. The levels of the AT5G10140.1 transcript, which is the predominantly occurring transcript of *FLC*, increased in *upf* mutants. However, none of the isoforms showed apparent changes in their expression levels.

**
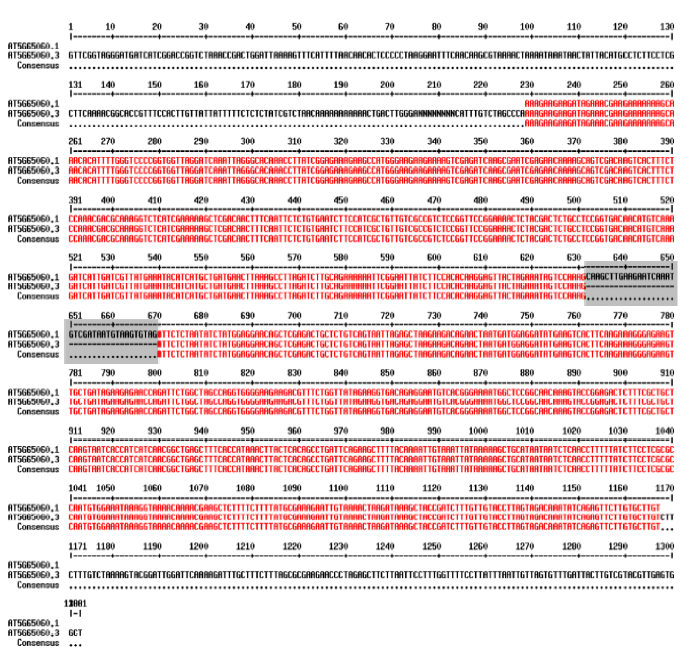
**

**Supplementary Figure 6. Alignment of cDNA sequence between the normal and aberrant transcripts of *MAF3*.** Sequence alignment shows a long 5′ and 3′ UTR in the aberrant *MAF3* transcript as well as deletion of 38 nucleotides from the start of the 4^th^ exon.

**
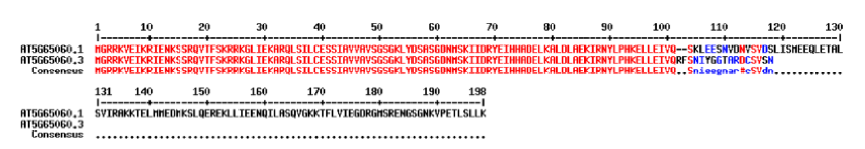
**

**Supplementary Figure 7. Protein sequence alignment of the *in silico* translated *MAF3* normal and truncated proteins.** Due to the skipping of a short exonic sequence in the aberrant transcript, the translational frame is changed. This frameshift results in a premature termination codon at the end of the 4^th^ exon as highlighted in Figure 9.

**
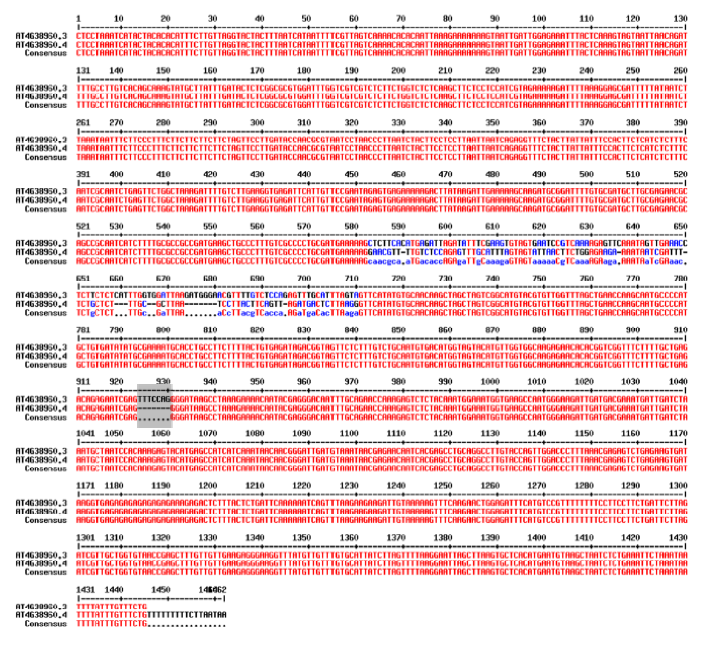
**

**Supplementary Figure 8. cDNA sequence alignment of *BBX19* normal and aberrant transcripts.** The aberrant transcript has a very long 5′ UTR and a slightly long 3′ UTR. However, there are only seven bases differences between the coding regions of the two transcripts.

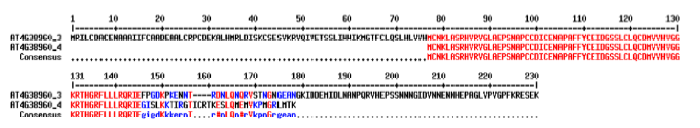

**Supplementary Figure 9. Protein sequence alignment of the *in silico* translated *BBX19* normal and truncated proteins.** Skipping of seven bases in the aberrant transcript results in a truncated protein due to a premature termination codon in exon 6.

## Supplementary Tables

**SUPPLEMENTARY TABLE 1| All DEGs between Arabidopsis wild-type and *upf* mutant plants (Excel file)**

**SUPPLEMENTARY TABLE 2 | Changes in expression levels of *FLC*, *FT*, and *SOC1* in *upf* mutants compared to wild-type plants identified from RNA-seq analysis**

| **Gene** | ***upf1-5*** | ***upf3-1*** | ***upf1-5 upf3-1*** | **Expression** | **Role** |
| --- | --- | --- | --- | --- | --- |
| *FLC* | 2.92 | 2.45 | 5.09 | Upregulated | Repressor |
| *FT* | 1.1 | 2.63 | 5.15 | Downregulated | Promoter |
| *SOC1* | 1.71 | 4.56 | 6.33 | Downregulated | Promoter |

**SUPPLEMENTARY TABLE 3 | Expression of *FLC* regulators in *upf* mutants**

**SUPPLEMENTARY TABLE 4 | Primers used in this study**

| **Gene** | **Primer** | **Used for** | **Sequence (5' to 3')** | **Orientation** |
| --- | --- | --- | --- | --- |
| *ATC* | JH6382 | qPCR | AGAGCACTTGCACTGGATTG | Sense |
|  | JH6383 |  | TACGGGTCTGCTTGAACAAC | Antisense |
| *BBX19* | JH11572 | qPCR | ACGAGGGACAATTTGCAGAACC | Sense |
|  | JH11573 |  | TTCCCATTGGCTTCACCATTTCC | Antisense |
|  | JH11574 | splice variant | CCACTTCTCATCTCTTTCAATCGC | Sense |
|  | JH11575 |  | CTGAAGTAAGGATTAAGCGCAAAG | Antisense |
| *FLC* | JH10793 | qPCR | TGTGAGTATCGATGCTCTTGTTCA | Sense |
|  | JH10794 |  | TTCAACATGAGTTCGGTCTTCTTG | Antisense |
| *FT* | JH6488 | qPCR | AGGCCTTCTCAGGTTCAAAACAAGC | Sense |
|  | JH6489 |  | TGCCAAAGGTTGTTCCAGTTGTAGC | Antisense |
| *MAF3* | JH4788 | qPCR | TGGCTCCGGCAACAAAGTACC | Sense |
|  | JH4797 |  | CACATTGGCGCGAGGAAGAT | Antisense |
|  | JH11554 | splice variant | AGCCACTCAACGTACGACAAGT | Antisense |
| *NF-YA2* | JH11567 | qPCR | CGCACTTAGCTTTCTCACTTG | Sense |
|  | JH11568 |  | TGATGCATATATGGCTTGCGGCATC | Antisense |
| *NF-YA5* | JH11561 | qPCR | CCAACGGCGCTGCCACATTTAG | Sense |
|  | JH11562 |  | ATGAAGGTACGGTTTACGGC | Antisense |
| *PP2AA3* | JH6505 | qPCR | GCGGTTGTGGAGAACATGATACG | Sense |
|  | JH6506 |  | GAACCAAACACAATTCGTTGCTG | Antisense |
|  | JH11608 | RT-PCR | AGCCATTGTAGAACTTGCTG  CTATATGCTGCATTGCCCAT | Sense  Antisense |
|  | JH11609 |  |  |  |
| *SOC1* | JH11609 | qPCR | CTATATGCTGCATTGCCCAT | Antisense |
|  | JH10513 |  | TCTTGCATATTGGAGCTGGC | Antisense |
| *Sand* | JH7588 | qPCR | TTGATCCACTTGCAGACAAGGC | Sense |
|  | JH7589 |  | TACCCTTTGGCACACCTGATTG | Antisense |
| *TAF14* | JH11556 | qPCR | TGTCTGAAGCTGATGCGTCTAT | Sense |
|  | JH11557 |  | TCTCCGGGTTCAGCTTTAAGA | Antisense |
| *UPF1* | AtUPF1-1F | genotyping | ACAATCCAAATCTTCAGTCTCA | Sense |
|  | AtUPF1-2R |  | AGAGACAACAAAATCATGTCG | Antisense |
| *UPF3* | AtUPF3-4F | genotyping | ACTTCTATTGTTGATCTCTGG | Sense |
|  | AtUPF3-6R |  | ATGCTGTTCCGGTTGTGGTGG | Antisense |
| T-DNA | LBb1.3 | genotyping | ATTTTGCCGATTTCGGAAC |  |

How the deposited data were processed for this re-analysis (not part of the article)

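RNA from pools of 8-day-old seedlings was sequenced as 1 library for each of 4 genotypes, which are WT, *upf1-5*, *upf3-1*, and the double mutant. The authors aligned the reads with TopHat and Bowtie to TAIR10, assembled transcripts with Cufflinks, and compared every pair of libraries with Cuffdiff. The deposited values are used as the authors made them, without normalization of the reads here. The FPKM in the deposited table is the sum over both libraries of a pair, as Cuffdiff normalized it. The fold in the deposited table is the higher FPKM over the lower, with its direction in another column. The q-value in the deposited table is Cuffdiff's p-value after the authors' correction for multiple testing. All 3 value columns were used, and 0 were left unused. The table has 127437 lines for the 6 pairs of libraries.

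Each library's FPKM was computed from the pair sum, fold, and direction, and averaged over the pairs of that library, weighted by the rounding error of each. Of 77505 library values of 1 FPKM or more with several estimates, 100% had estimates within 1% of each other. On simulated tables, the largest error of a recovered value was 0.240%. Of 984 loci simulated with a 4-fold change, 91.1% were recovered at the 2-fold threshold with noise added. Such noise alone gave 1737 up-regulated and 1747 down-regulated loci in the double mutant on average. The summed FPKM is 1.04099e+06 in WT, 997083 in *upf1-5*, 797314 in *upf3-1*, and 775445 in the double mutant. Read counts per library were not analysed here, so the precision of a value cannot be given, and values near 1 FPKM are the least certain.

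A locus was counted as changed at a fold of 2 or more with an FPKM of 1 or more in at least 1 of both libraries. Ratios of named genes use FPKM without a pseudocount. Correlations, distances, and lists use log2(FPKM + 1). No p-value was computed across genes, because no genotype has replicates. The median of a list of genes was placed among 10000 random lists drawn from 20 classes of abundance, with seed 1, and counted as outside when below percentile 2.5 or above the matching upper limit that holds 95% between them. Libraries without any difference were simulated 100 times from the spread between the libraries.

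The named genes are all genes that the paper names in its results, those of the lists below, and the 5 loci with the strongest rise and the 5 with the strongest fall shared by the 3 mutants, ranked by the smallest change. This rule, the comparisons, and the alternatives were set before the data were examined, except where the text says otherwise. The lists are the *FLC* regulators of Figure 5A and sets of clock, defence, and seed storage genes. The alternatives were other readings of the FPKM filter, a fold of 1.5 or 4, pseudocounts of 0.1 and 1, libraries rescaled to a median ratio of 1 to WT or to the same 75th percentile, annotated genes alone, rank correlation, and a larger step for the expression groups. A count was taken as the same within 1.5 times, a fold within 1.5 times and in the same direction, and a correlation within 0.1.

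Gene models, sequences, and features that NMD may recognise were read from the TAIR10.1 reference, whose numbering of transcript models need not be that of the authors. The features are a junction more than 50 nt after the stop codon, a 3′-UTR of at least 350 nt, and an upstream open reading frame of at least 35 codons, in the model with the longest coding sequence. For the numbers of risen and fallen genes, genes were split by whether any annotated model has a feature. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, and matplotlib 3.10.9 were used. The flowering time, qPCR, single transcript, and vernalization results were not analysed here. The result for 1 of the named genes is not reported.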

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

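The tests of loss of UPF3 and of the rise of defence and seed storage genes were chosen only after the result was seen. The lists of defence and seed storage genes were fixed earlier.

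A pattern that differs between the single mutants is 59 loci that changed 2-fold in opposite directions, 25 up in *upf1-5* and down in *upf3-1* and 34 the reverse. The difference was not tested with replicates. Libraries simulated without any difference gave 67.5 on average, so the total is no evidence of opposite effects. Few fragments at low abundance do not account for all of them, as 10 have a mean FPKM of 10 or more, against 2.45 simulated on average and 6 at most. Among the strongest, the chitinase-like gene *AT2G43620* had 9.11 FPKM in WT, 78.3 in *upf1-5*, 3.15 in *upf3-1*, and 77.0 in the double mutant, and *BHLH038* 16.7, 48.7, 3.25, and 20.7. These were singled out after their values were seen. Plant to plant or pool to pool variation stays open.

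The paper does not discuss defence genes. The median log2 ratio of 12 of them was 0.79 in *upf1-5* (percentile 99.99), 0.31 in *upf3-1* (80.9), and 1.28 in the double mutant (99.98), so lists of the same abundance rose less, and the trend with abundance is argued against by the lower percentile, 99.98. Their median in *upf1-5* over *upf3-1* was 0.65, at percentile 100 of such lists, which argues against that trend for the difference as well. *PR1* rose 41.0-fold in the double mutant, 1.79-fold in *upf1-5*, and 2.70-fold in *upf3-1*, so it rose less in *upf1-5* than in *upf3-1*. An infection or stress of single pools was not tested, and neither it nor an effect of a mutation can be excluded with 1 library per genotype.

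*CRA1*, a seed storage gene, had 13.2 FPKM in the double mutant and 3.86 in *upf3-1* and no value in WT and *upf1-5*. *OLEO1* and *OLEO2* also have values in these mutants only, 3.65 and 5.08 FPKM in the double mutant and 1.81 and 0.963 in *upf3-1*. *SESA5* did not rise, with 0.151 FPKM in WT and 0.149 in the double mutant. Of the 10 seed storage genes, 5 have no value in any library, so delayed development or ungerminated seed in the pool cannot be told apart from other causes. *CRU3*, the list's 1 gene with a value in every library, lies at -0.23 (percentile 22.3), 0.59 (66.0), and 2.97 (99.92) in the 3 mutants, in the order used above.

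*UPF1* transcript was 2.60 times higher in the double mutant than in *upf1-5*. WT plants in the pool would need a share of 24.6%, and 28 of 11639 loci abundant in WT lie under 0.5 of that share in the double mutant, against 6 in *upf1-5*. *upf3-1* plants would need 18.6%, and 21 of 12181 loci abundant in *upf3-1* lie under 0.5 of it, against 14 in *upf1-5*. Without replicate pools the spread between pools is not known, so neither can be told apart from other causes. The loss of UPF3 stays open as well, since *UPF1* is 1.28 times WT in *upf3-1* in a single library. The part of the transcript that the reads cover was not analysed here.

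Loci assembled by Cufflinks include 100 that rose in all 3 mutants. For the 936 such loci with a value in every library, low abundance alone is argued against in *upf1-5* and *upf3-1*, where the lower percentile of their median among annotated genes of the same abundance is 97.99. In the double mutant their median log2 ratio is 0.15, at percentile 1.43, so they rise there less than genes of the same abundance, with a random median of 0.20. No biological explanation was tested.

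The summed FPKM of plastid-encoded loci in *upf3-1* was 0.180 of WT. The most abundant of them, *ATCG00220*, has 28747 of the summed 28995 FPKM in WT, so the fall of the sum rests mainly on this locus. The other plastid loci have a median ratio to WT of 1.28 or more in *upf3-1* and the double mutant. FPKM is divided by transcript length, so the share of the reads that this locus takes is not known. Whether less RNA without poly(A) tails was captured cannot be told apart, since 4 mitochondrial loci, with a median ratio of at least 2.25, are too few.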

How the results depend on the processing

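The alternatives that centre the log2 ratios, set missing values to 0, or take 58 regulators were chosen after seeing the data. Values in brackets are the main ones. No paired analysis was possible because each genotype has 1 library. The cause of a change was not tested, except that stricter filters and folds let fewer loci pass by construction.

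With an FPKM of 1 or more in both libraries, 874 (1498) loci were up and 251 (470) down in *upf1-5*, and 1927 (2998) up in the double mutant. In all 3 mutants, 469 (819) were up and 63 (113) down. The double mutant shared 606 (1075) up and 110 (204) down with *upf1-5* and 1245 (1926) up with *upf3-1*, and differed from *upf3-1* at 1422 (2303). With an FPKM of 5 or more in at least 1 library, 659 were up and 178 down in *upf1-5*, 1744 (2891) up in *upf3-1*, and 1780 up in the double mutant. All 3 mutants shared 330 up and 75 down. The double mutant shared 446 up and 109 down with *upf1-5* and 1049 up with *upf3-1*, and differed at 1628 (2844) and 1205 loci from *upf1-5* and *upf3-1*.

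At a fold of 1.5, 2931 loci were up and 1270 down in *upf1-5*, 4455 and 3532 (1366) in *upf3-1*, 4668 and 3455 (1382) in the double mutant, and 1695 and 493 in all 3. The double mutant shared 2161 up and 680 down with *upf1-5*, 3099 up and 2101 (642) down with *upf3-1*, and differed at 6406 and 4955 loci from *upf1-5* and *upf3-1*. At a fold of 4 these were 389 and 120, 1048 and 234, 1226 and 206, 171 and 8, then 283 and 28, 611 and 55, and 749 and 674, in the same order.

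With a pseudocount of 1, 799 loci were up and 232 down in *upf1-5*, and 396 up and 69 down in all 3 mutants. The double mutant shared 555 up and 107 down with *upf1-5*, and differed at 1840 and 1403 loci from *upf1-5* and *upf3-1*. Group I held 105 (188) and group IV 55 (92). The ratios of *NF-YA5* were 2.09 (3.49), 3.01 (5.61), and 4.38 (8.73), and that of *FT* in the double mutant was 0.296 (0.195). A 2-fold step to the double mutant left 104 loci in group I and 44 in group IV. Missing values set to 0 gave 170 loci down in all 3 mutants. Centring within 20 abundance classes gave 238 down in all 3 mutants and 342 down in both *upf1-5* and the double mutant.

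The median log2 ratio of the *FLC* regulators in the double mutant, -0.0018, changed sign to 0.00092 with a pseudocount of 0.1, to 0.023 with libraries rescaled to a median ratio of 1, and to 0.051 with the same 75th percentile. It stayed inside the limits of the random lists in each. The clock genes in *upf1-5*, at percentile 2.21 with a median of -0.21, moved inside these limits with a pseudocount of 0.1, to -0.23 and percentile 2.99. Ratios near 1 reversed with the median rescaling, to 1.02 for *FRL1*, *EDS1*, and *ELF3* in *upf3-1*, 1.01 for *HUB2*, *AT2G30120*, and *CO* in *upf1-5*, and 1.00 for *UBC1* and 1.01 for *SESA5* in the double mutant. With the 75th percentile, *FRL1* and *ELF3* were 1.02, *EDS1* 1.03, and *DRIP2* 1.00 in *upf3-1*, and *ENS* 1.01, *VIP4* 1.02, *UBC1* 1.03, and *SESA5* 1.03 in the double mutant.

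Of the main comparisons, 300 other values stayed the same. Among single genes, 24 further values moved and 984 stayed the same.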

Differences from the paper's values

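No test of a cause was run for these differences. The paper gives *TAF14* a 3.2-fold increase in *upf1-5* and a 2.0-fold increase in *upf3-1*. The values here are 2.03 in *upf1-5* and 3.16 in *upf3-1*, so each of the paper's values lies near the value of the other mutant. The paper's Supplementary Table 3 lists *TAF14* at FPKM of 1.79 in WT, 3.64 in *upf1-5*, and 5.67 in *upf3-1*, as found here. For *upf3-1*, the pseudocount of 1, an alternative set before the data were examined, gives 2.39, within 1.5 times the paper's value, and the pseudocount of 0.1 and both rescalings do not close the gap. For *upf1-5*, none of the alternatives set before the data were examined closes it.

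Figure 5B draws no bar for *MAF3* in WT, whereas its FPKM in WT is 17.1. The paper ascribes an additive effect of both mutations to *FLC*. Its gain in the double mutant, 50.6 FPKM, exceeds the sum of the gains of the single mutants, 41.3 FPKM, whereas its ratio of 5.10 is below the product of the ratios, 7.09.

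The paper's counts of changed genes are higher than those here and within 1.5 times of them. With the FPKM filter on the sum of both libraries, 1584 up-regulated loci in *upf1-5*, 2988 in *upf3-1*, and 3099 in the double mutant lie closer to the paper's 1707, 2947, and 3103. Without an FPKM filter, 1911, 3286, and 3388 exceed them. Setting missing values to 0, which was chosen after seeing the values, gives 1628, 3103, and 3270.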

Other observations

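The tests of fragment number and length for the trend, of fragment number for the excess of rises, of the shared WT library, of the MAF paralogs, and of the clock were chosen only after the result was seen.

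The log2 ratios fall with abundance in *upf3-1* and the double mutant. Among loci with a mean FPKM of 10 or more, 0.695 of the fall remains, 0.921 remains after centring within length classes, 1.00 within GC classes, and 0.975 without photosynthesis and plastid genes. These argue against few fragments, transcript length, GC content, and such genes as the whole cause. The composition of the RNA, which differs in library and genotype alike, was not tested and stays open.

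More loci rose than fell 2-fold, which the paper reads as a possible accumulation of NMD substrates. After centring within abundance classes, the number that rose over the number that fell is 2.02 in *upf1-5*, 1.67 in *upf3-1*, and 1.71 in the double mutant, so the trend is not the whole cause. Among loci with a mean FPKM of 10 or more it is 5.68, 1.22, and 0.998. This argues against few fragments as the whole cause in *upf1-5*. In *upf3-1* and the double mutant these loci pool abundance classes that rise with classes that fall, so few fragments cannot be told apart from the trend in the least abundant loci. In the middle of 5 abundance classes, around 14.4 FPKM, the value is 2.28 in *upf3-1* and 2.43 in the double mutant, with 357 loci up and 147 down in the latter, which argues against few fragments there. Simulated libraries without any difference had 1737 up and 1747 down in the double mutant on average. Genes without features that NMD recognises in any annotated model give 3.45, 2.07, and 2.08. Accumulation of annotated transcripts with these features is thus not the whole cause. Transcripts outside the annotation, such as the aberrant ones of Figure 6, were not covered, so the paper's reading stays open. Genes with the features give 3.84, 1.92, and 2.20, which is higher in *upf1-5* and the double mutant and lower in *upf3-1*.

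Genes with such features lie above lists matched on abundance and length. The 341 genes with an intron in the 3′-UTR have a median log2 ratio of 0.09 in *upf1-5* and 0.15 in the double mutant, at percentile 100 of these lists, and 0.04 in *upf3-1*, at percentile 96.49, which leaves that mutant undecided. The 4394 genes with a long 3′-UTR have medians of -0.01, -0.04, and -0.0076 in *upf1-5*, *upf3-1*, and the double mutant, so they fell less than the matched lists, at percentile 100 in each. The 2980 with a long upstream open reading frame have medians of 0.01, 0.01, and 0.03, also at percentile 100.

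That *upf3-1* is closer to the double mutant is not explained by the shared WT library. With no library shared, the correlation of the *upf3-1* effect exceeds that of the *upf1-5* effect by 0.380, by 0.347 after centring, and by 0.411 among loci with a mean FPKM of 10 or more, which argues against the trend and few fragments as well. Smaller changes in *upf1-5* stay open. Of the loci changed 4-fold with a mean FPKM of 10 or more, the percentage that moved the same way in the other background was higher for *upf3-1* by 14.6 points, 89.1% of 284 loci against 74.4% of 90. The median share of the change seen in the other background goes the other way, 0.447 for *upf3-1* and 0.503 for *upf1-5*. A difference between pools, with 1 library each, cannot be separated from the genotype.

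*MAF3* rose while *MAF4* and *MAF5* fell in *upf3-1* and the double mutant. Reads shared between these paralogs would give *MAF3* no more than its neighbors lose, but it gained at least 2.55 times as much FPKM. No biological explanation was tested.

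*FT* falls in *upf3-1* and the double mutant, and the clock genes were checked for a later phase at harvest. Of 5 evening genes, 0 fell 1.5-fold in both mutants. *TOC1* fell 1.24-fold and 1.14-fold, *PRR5* 1.24-fold and 1.16-fold, and *ELF4* 1.33-fold and 1.50-fold (just under the threshold), in *upf3-1* and the double mutant. *LUX* was 1.11 and 0.918 times WT, and *GI* was 1.20 and 2.27 times WT. The morning genes rose, *LHY* 4.44-fold and 3.11-fold and *CCA1* 1.26-fold and 1.37-fold. Of the other clock genes, *PRR9* rose 2.92-fold and 18.7-fold from 0.113 FPKM in WT, the latter being the largest change of the list in these mutants, *PRR7* was 0.604 and 1.67 times WT, and *ELF3* was 0.986 and 0.914 times WT, the former rising above 1 under both rescalings. With genes on both sides and single libraries, a later phase cannot be told apart from other causes. The 10 clock genes have a median of -0.21 in *upf1-5* (percentile 2.21), 0.06 in *upf3-1* (56.5), and 0.11 in the double mutant (61.6).

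In the authors' deposited table, none of the q-values against WT of *FLC*, *FT*, *SOC1*, *SVP*, *MAF3*, *TAF14*, *NF-YA2*, *NF-YA5*, *BBX19*, and *ATC* is below 0.05. The lowest is that of *FLC* in the double mutant, 0.0611. These q-values rest on 1 library per genotype, so a high value is no evidence that a gene stayed unchanged. The paper also measured these genes by qPCR with biological replicates, which was not analysed here.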
